# Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue

**DOI:** 10.1371/journal.pone.0064752

**Published:** 2013-06-05

**Authors:** Saleh Heneidi, Ariel A. Simerman, Erica Keller, Prapti Singh, Xinmin Li, Daniel A. Dumesic, Gregorio Chazenbalk

## Abstract

Advances in stem cell therapy face major clinical limitations, particularly challenged by low rates of post-transplant cell survival. Hostile host factors of the engraftment microenvironment such as hypoxia, nutrition deprivation, pro-inflammatory cytokines, and reactive oxygen species can each contribute to unwanted differentiation or apoptosis. In this report, we describe the isolation and characterization of a new population of adipose tissue (AT) derived pluripotent stem cells, termed Multilineage Differentiating Stress-Enduring (Muse) Cells, which are isolated using severe cellular stress conditions, including long-term exposure to the proteolytic enzyme collagenase, serum deprivation, low temperatures and hypoxia. Under these conditions, a highly purified population of Muse-AT cells is isolated without the utilization of cell sorting methods. Muse-AT cells grow in suspension as cell spheres reminiscent of embryonic stem cell clusters. Muse-AT cells are positive for the pluripotency markers SSEA3, TR-1-60, Oct3/4, Nanog and Sox2, and can spontaneously differentiate into mesenchymal, endodermal and ectodermal cell lineages with an efficiency of 23%, 20% and 22%, respectively. When using specific differentiation media, differentiation efficiency is greatly enhanced in Muse-AT cells (82% for mesenchymal, 75% for endodermal and 78% for ectodermal). When compared to adipose stem cells (ASCs), microarray data indicate a substantial up-regulation of Sox2, Oct3/4, and Rex1. Muse-ATs also exhibit gene expression patterns associated with the down-regulation of genes involved in cell death and survival, embryonic development, DNA replication and repair, cell cycle and potential factors related to oncogenecity. Gene expression analysis indicates that Muse-ATs and ASCs are mesenchymal in origin; however, Muse-ATs also express numerous lymphocytic and hematopoietic genes, such as *CCR1* and *CXCL2*, encoding chemokine receptors and ligands involved in stem cell homing. Being highly resistant to severe cellular stress, Muse-AT cells have the potential to make a critical impact on the field of regenerative medicine and cell-based therapy.

## Introduction

Cellular stress is induced by abrupt disruption of the physiological niche: the optimal home most conducive to cell survival [1], [2]. Although adult stem cells have been considered an attractive source for cell therapy, their effectiveness and efficiency is hindered by a frequently low survival rate due to their exposure to a high cellular stress environment upon transplantation [3], [4], [5]. This key limitation is observed when utilizing adult stem cells for regenerative purposes, as typical cell engraftment yields are extremely low (<3%) [6]. Multiple factors contribute to this low rate of cell survival, including the harsh environment of the recipient site, harboring pro-apoptotic factors including hypoxia, malnutrition, pro-inflammatory cytokines and reactive oxygen and nitrogen species [1]. The severity of cellular stress is heightened when stem cells are administered to an acutely injured area, such as a myocardial infarction, stroke, or a peripheral ischemic injury, as are the chances of unwanted activation or differentiation of surviving cells [1], [7]. It is extremely difficult to alter the environment of the damaged tissue, which necessitates a viable alternative: to improve post-transplant stem cell survival rates through the administration of a stem cell population with the adaptations necessary for survival in the hostile host environment.

One potential solution to this problem is to gradually adapt stem cells to cellular stress prior to cell delivery. It has been shown that introducing stem cells to hypoxic conditions *in vitro* for a duration of 24–48 hours, also known as hypoxia preconditioning (HPC), provides the opportunity for these cells to adapt to low oxygen concentrations, thus increasing chances for survival upon reintroduction to hypoxic conditions *in vivo* [8]. HPC is a promising solution to the severe apoptosis that accompanies transplantation as it induces an adaptive mechanism that increases the likelihood of cell survival in a pro-apoptotic microenvironment *in vivo* [9]. Adult human mesenchymal stem cells (MSCs) and adult hematopoietic stem cells (HSCs) have similarly been shown to increase expansion, survival, and self-renewal under hypoxia conditions while maintaining the capability for multi-lineage differentiation [8], [10], [11], [12].

Another potential solution to the problem of successful delivery of stem cells to a hostile host environment is to utilize a purified population of stem cells, isolated during exposure to severe cellular stress conditions (e.g. long time incubation to proteolytic enzymes, hypoxic conditions, serum deprivation, low temperatures), for engraftment. Recently, a new stem cell population has been isolated from mesenchymal tissues such as human skin fibroblasts and bone marrow stromal cells under cellular stress conditions. These cells, termed Multilineage Differentiating Stress-Enduring (Muse) Cells, are of mesenchymal stem cell origin and comprise 1–3% of the entire cell population. Muse cells exhibit characteristics of both mesenchymal and pluripotent stem cells. They are double positive for CD105, a mesenchymal stem cell marker, and stage specific embryonic antigen-3 (SSEA3), well known for the characterization of undifferentiated human embryonic stem cells (ES) from bone marrow aspirates or from cultured mesenchymal cells such as bone marrow stromal cells and dermal fibroblasts. They express pluripotency markers including Oct3/4, Nanog and Sox2, differentiate into cells of ectodermal, endodermal, and mesodermal lineages both *in vitro* and *in vivo,* and have the ability to self-renew [13]. Advantageously, Muse cells do not appear to undergo tumorigenic proliferation, and therefore would not be prone to produce teratomas *in vivo,* nor do they induce immuno-rejection in the host upon autologous transplantation [13], [14] **.** In addition, Muse cells are shown to home into the damage site *in vivo* and spontaneously differentiate into tissue specific cells according to the microenvironment to contribute to tissue regeneration when infused into the blood stream [13]. Therefore, they exhibit the potential to make critical contributions to tissue regeneration in the absence of restrictions attributed to the difficult extraction of bone marrow stromal cells and human skin fibroblasts, and time-consuming purification methods such as cell sorting. In order to increase the viability of Muse cells as a source of tissue regeneration, a more accessible supply must be utilized.

Harvesting human adipose tissue by lipoaspiration is a safe and non-invasive procedure [15], and hundreds of millions of cells can be isolated from 1–2 liters of lipoaspirate material [16]. Therefore, adipose tissue could prove the ideal source for Muse cell isolation as opposed to bone marrow or dermis. Using lipoaspirate material, we developed a novel methodology for the isolation of a population of human Muse cells under severe cellular stress conditions (long term incubation with proteolytic enzyme, 4°C, serum deprivation, and hypoxia). Purification of human Muse cells derived from adipose tissue (Muse-ATs) does not require the use of cell sorting, magnetic beads or special devices. Muse-ATs can grow either in suspension, forming cell spheres, or as adherent cells forming cell aggregates similar to human ES cell-derived embryoid bodies as previously reported [13], [14]. Furthermore, Muse-AT cells express pluripotent stem cell markers and a variety of markers indicative of all three germlines. Upon the introduction to specific culture conditions, Muse-AT cells can differentiate to mesenchymal (adipocytes, skeletal and smooth muscle cells), endodermal (hepatocytes and biliary ducts) and ectodermal (neural cells) cell lineages both spontaneously and by differentiation induction. Immunocytochemistry and microarray data demonstrate up-regulation of the pluripotent stem cell markers Sox2, Oct3/4, and Rex1 in Muse-AT cells, as compared to previously studied multipotent adipose stem cells (ASCs). Microarray analysis reveals that Muse-AT cells highly express genes involved in cellular protection against oxidative stress. Additionally, these cells also exhibit up regulation of *CXCL2* gene expression, a critical chemokine involved in stem cell homing [17]. Muse-AT cells display down regulation of genes involved in cell death and survival, embryonic development, organism survival, cellular assembly and organization, mitosis, DNA replication, recombination and repair. Because lipoaspiration is a safe and non-invasive procedure and Muse-AT cell isolation requires a simple yet highly efficient purification technique, Muse-AT cells could provide an ideal source of pluripotent-like stem cells with the potential to have a critical impact on regenerative medicine and cell-based therapy.

## Methods

### Isolation of Muse-AT cells from Lipoaspirated Fat

Lipoaspirates (100–200 g per aspirate) were obtained from subcutaneous abdominal adipose of women undergoing elective liposuction. None of the investigators of this study had any contact with, nor any knowledge of any personal information relating to, these patients. Furthermore, human subjects were unidentifiable as well as all their characteristics and clinical records. Therefore, this study did not meet the criteria of human subjects research and HHS regulations did not apply (45 CFR 46.102(f)).

Lipoaspirate was repeatedly washed with PBS until blood was completely removed from the tissue, and then incubated with equal volume of DMEM containing collagenase (0.1%, Sigma Aldrich) for 30 min at 37°C in a shaking incubator at 110 rpm, followed by incubation in 4°C, while still in collagenase and nutritionally deficient medium (no FCS), for 16 hours under severe hypoxia conditions. Digested material was then centrifuged at 1500 rpm for 10 minutes at 4°C. Supernatant containing adipose cell debris (dead adipocytes, macrophages, red blood cells, adipose stem cells among other cell components) was removed by aspiration and the remaining cell pellets were washed several times with PBS. Pellets were re-suspended in PBS and incubated with a red blood cell lysis buffer (eBiosciences, San Diego, CA) for 10 min at R/T (2×). Remaining cell pellets containing cells highly resistant to severe cellular stress, were re-suspended in Dulbecco’s Modified Eagle Medium 1× (DMEM; CellGro, MediatechInc, Manassas, VA) comprised of 10% fetal bovine serum (FBS; Thermo Scientific Hyclone, Logan, UT) and 5% antibiotic-antimyocotic solution (CellGro, Mediatech Inc, Manassas, VA), and plated as cells in suspension as well as adherent cells. For ASC isolation, lipoaspirate material was subjected to collagenase digestion (0.1%, Sigma Aldrich) for 30 min at 37°C in a shaking incubator at 110 rpm, and ASCs were isolated and cultured as previously described [16].

### Flow Cytometry Analysis

Floating Muse-AT cells were cultured in DMEM/10% FCS for 2 days followed by FACS analysis. Cells were washed in 2% inactivate FCS/0.05% sodium Azide/PBS and were re-suspended in 100 µl of the same buffer and incubated at 4°C for 1 hour in the presence or absence of primary unconjugated rat anti-human SSEA3 (EMD Millipore; Billerica, Massachusetts). Cells were then washed twice with the same buffer and incubated with the corresponding secondary FITC-conjugated anti-rat IgM (BD Biosciences; San Diego, CA) for 45 minutes at 4°C. After two consecutive washes, cells were incubated with PE-mouse anti-human CD105 (BD Biosciences, San Diego, CA) at 4°C for 1 hour. Cells were then washed and re-suspended in 200 µl of the same buffer. Analysis of count and cell type was performed using a FACS Calibur flow cytometer and cEllQuest Pro software.

### Immunocytochemistry

Cells were fixed in 4% paraformaldehyde (20 min at R/T), washed in PBS, then incubated in 0.2% Triton for 20 min. After 2 successive washes in PBS, cells were blocked with 10% normal goat serum in 1% BSA solution for 60 min at R/T. Cells were then incubated with the primary antibodies overnight at 4°C. The following pluripotent stem cell markers were used: rat anti-human stage-specific embryonic antigen (SSEA3, Millipore, Billerica, MA), mouse anti-human octamer-binding transcription factor 3 and 4 (Oct3/4, Santa Cruz Biotech, Santa Cruz, CA), rabbit anti-human Nanog (Millipore, Billerica, MA), rabbit anti-human SRY-box 2 (Sox2, Millipore, Billerica, MA), and mouse anti-human TRA-1-60 (Abcam, Cambridge, MA); for mesenchymal cell lineages: rabbit anti-human preadipocyte factor 1 (Pref-1, [a.k.a. delta-like 1 homolog (drosophila), DLK1] preadipocyte marker, Santa Cruz Biotech, Santa Cruz, CA); mouse anti-human myosin D (MyoD, myocyte marker, R&D Systems, Minneapolis, MN), and mouse anti-human smooth muscle actin (SMA, myocyte marker, Thermo Scientific, Waltham MA); for endodermal cell lineages: mouse anti-human pan keratin (Santa Cruz, CA); rabbit anti-human α-fetoprotein (Dako, Santa Clara, CA); and mouse anti-human cytokeratin 7 (Millipore, Billerica, MA); and for ectodermal cell lineages: mouse anti-human neuron specific enolase (NSE, Millipore, Billerica, MA); rabbit anti-human glutamate receptor (Abcam, Cambridge, MA); rabbit anti-human NeuroD (Chemicon, Temecula CA); mouse anti-human nestin (Chemicon, Temecula CA); and rabbit anti-human microtubule-associated protein 2 (MAP2, AbDSerotech, Raleigh, NC). All primary antibodies were diluted 1∶200 in PBS/0.1% BSA solution. Following treatment with primary antibodies, cells were washed 3 times with PBS and incubated for 1 hour at R/T with PBS/0.1% BSA containing secondary immunofluorescent antibodies (1∶1000) Alexa Fluor 488 conjugated dye (mouse or rat, Invitrogen, Carlsbad, CA) or Texas Red conjugated dye (rabbit, Invitrogen, Carlsbad, CA). Cells were washed 4X with PBS and treated with PBS/0.2% DAPI for 10 minutes. Cells were then washed 3X with PBS. Images were acquired with an Evos immunofluorescence inverted microscope (Advanced Microscopy, Mill Creek, WA).

### Induced Differentiation of Muse-ATs

Various differentiation media were used to induce differentiation of Muse cells-AT to the three germline cell lineages. For adipocyte formation, adherent Muse-AT cells were treated with adipogenic differentiation medium containing DMEM with 0.5 mM isobutylmethylxanthine, 1 µM dexamethasone, 10 µM insulin, 200 µM indomethacin and PPAR-γ (ZenBio, Inc, Research Triangle Park, NC) over 3 or 6 days at 37°C and 5% CO_2_. Adipocytes were detected using fluorescence lipid drop marker BODIPY-C_16_ (1∶1000, Invitrogen, Carslbad, CA) following manufacturer specification. For myocyte formation, adherent Muse-AT cells were incubated in DMEM containing with 10% FBS, 5% NHS, 50µM hydrocortisone, and 1% antibiotic-antimycotic solution [16] over 3 or 6 days at 37°C and 5% CO_2_. Smooth muscle cells were identified by expression of smooth muscle actin (SMA) and skeletal muscle cells myosin D [16].

For hepatocyte and biliary cell induction, adherent Muse-AT cells were incubated in hepatocyte differentiation medium for 3 or 6 days, as previously described [18] adherent Muse-AT cells were incubated in DMEM supplemented with 10% FBS, 10 µg/ml insulin, 5.5 µg/ml transferring, 6.7 ng/ml sodium selenite (ITS; Gibco, Life Technologies, Grand Island, NY), 10 nM dexamethasone (Sigma-Aldrich, St. Louis, MO), 100 ng/ml hepatocyte growth factor (HGF, Peprotech, Rocky Hill, NJ) and 50 ng/ml and fibroblast growth factor- 4 (FGF-4, R & D Systems, Minneapolis, MN) [18] for 3 or 6 days. Hepatocytes were identified by immunohistochemistry using cytokeratin 7 and α-fetoprotein expression (see above).

For neural cell formation, Muse cells-AT were incubated as non-adherent cells in ultra-low attachment plates (Corning Incorporated, Life Sciences, Manassas, VA) in the presence of neural differentiation medium 1 containing Neurobasal medium (Gibco, Life Technology, Grand Island, NY) supplemented with B-27 supplement serum free (Gibco, Life Technology, Grand Island, NY), 100 µg/ml kanamycin (Gibco, Life Technology, Grand Island, NY), 2 mM glutamine (Sigma-Aldrich, St. Louis, MO), 30 ng/ml bFGF (Peprotech, Rocky Hill, NJ) and 30 ng/ml EGF (Peprotech, Rocky Hill, NJ) for 7 days [19]. Cells were then transferred to polystyrene culture slides (BD Biosciences, San Jose, CA) and cultured for another 7 days as adherent cells in the presence of neural differentiation medium 2 containing 1 DMEM supplemented with 2% FCS, 25 ng/ml bFGF and 25 ng/ml BDNF (Peprotech, Rocky Hill, NJ) [19]. Neural cells were identified by immunohistochemistry using nestin and MAP2 as indicated above.

### Microarray Analysis

Muse-AT cells and ASCs were isolated from lipoaspirate material of three different patients. RNA was extracted using an RNeasy Mini Kit (Qiagen) and analyzed by Hokkaido System Science Co. Ltd. Array signals were processed and normalized using the GeneSpring GX version 12.1.0 (Agilent Technologies). Data has been deposited into the Gene Expression Omnibus databank with the access number GSE46353. The criteria for selecting differentially-expressed genes were preset as at least 2-fold difference in either direction plus statistical significance (*P*<0.05, unpaired *t* test). Microarray analysis was performed using the software program IPA via a license to Ingenuity (https://analysis.ingenuity.com/pa/login/login.jsp) to identify (1) functional pathways (cell function, physiological function, diseases), (2) canonical signaling pathways (3) networks of related genes derived from genes changed in the analyzed comparisons and (4) upstream regulators. Further information regarding gene function was obtained from the program GeneDecks V3 at www.genecards.org [20]. Statistical analyses were carried out by Fischer’s exact test (as performed automatically by the software). In determining which genes are only expressed in either Muse-ATs or ASCs, all samples, having been performed in triplicate, had to display uniform detection (indicated with at least 100 standard units) or absence (at most 30 standard units) along with a P-value <0.05.

## Results

### Muse-ATs Isolated from Lipoaspirated Human Adipose Tissue

Adipose tissue is composed of adipocytes (mature cells) and the stromal vascular fraction (SVF) containing a heterogeneous population of cells, including adipose tissue macrophages (ATMs), adipose stem cells (ASCs), mesenchymal stem cells, and fibroblasts [15], [16].

We explored the possibility of both activating and isolating Muse-AT cells from their quiescent state by exposing them to cellular stress **(** **Fig. 1A**). Lipoaspirated material was first incubated in collagenase for 30 min at 37°C to release adipocytes (floating cells) and different cellular components present in the SVF as previously described [16]. This material was then subjected to severe cellular stress, including long incubation with collagenase, low temperatures, low serum and hypoxia, to kill fragile adipose cells and release Muse-AT cells. Optimal conditions for the release of Muse-AT cells were determined to be 16 hours incubation with collagenase in DMEM medium without FCS at 4°C under very low O_2_, which subsequently gave way to a homogenous population of Muse-AT cells. Approximately 90% of isolated cells were both SSEA3 and CD105 positive, as determined by flow cytometry **(** **Fig. 1B** **)**. This high purity is presumably due to the severity of the cellular stress conditions, responsible for the depletion of other cell types. As all other components of the adipose tissue lipoaspirate failed to survive, a population of highly purified Muse-AT cells was obtained, and therefore further purification processes were not necessary. Muse-AT cells were plated in both adherent and non-adherent cell culture dishes. We observed that Muse-AT cells can grow either in suspension or in adherence culture to form the characteristic cell clusters observed in ES cell-derived embryoid body, as described in bone marrow and dermal fibroblast-derived Muse cells in previous reports **(** **Fig. 1C, D** **)** [13], [14]. Under both conditions, individual Muse-AT cells reached a diameter of around 10µm and cell clusters reached a diameter of up to 50µm by day 3 **(** **Fig. 1C–D** **)**, which has been previously demonstrated to mark the limit of their proliferative capacity [**13**].

**Figure 1:**
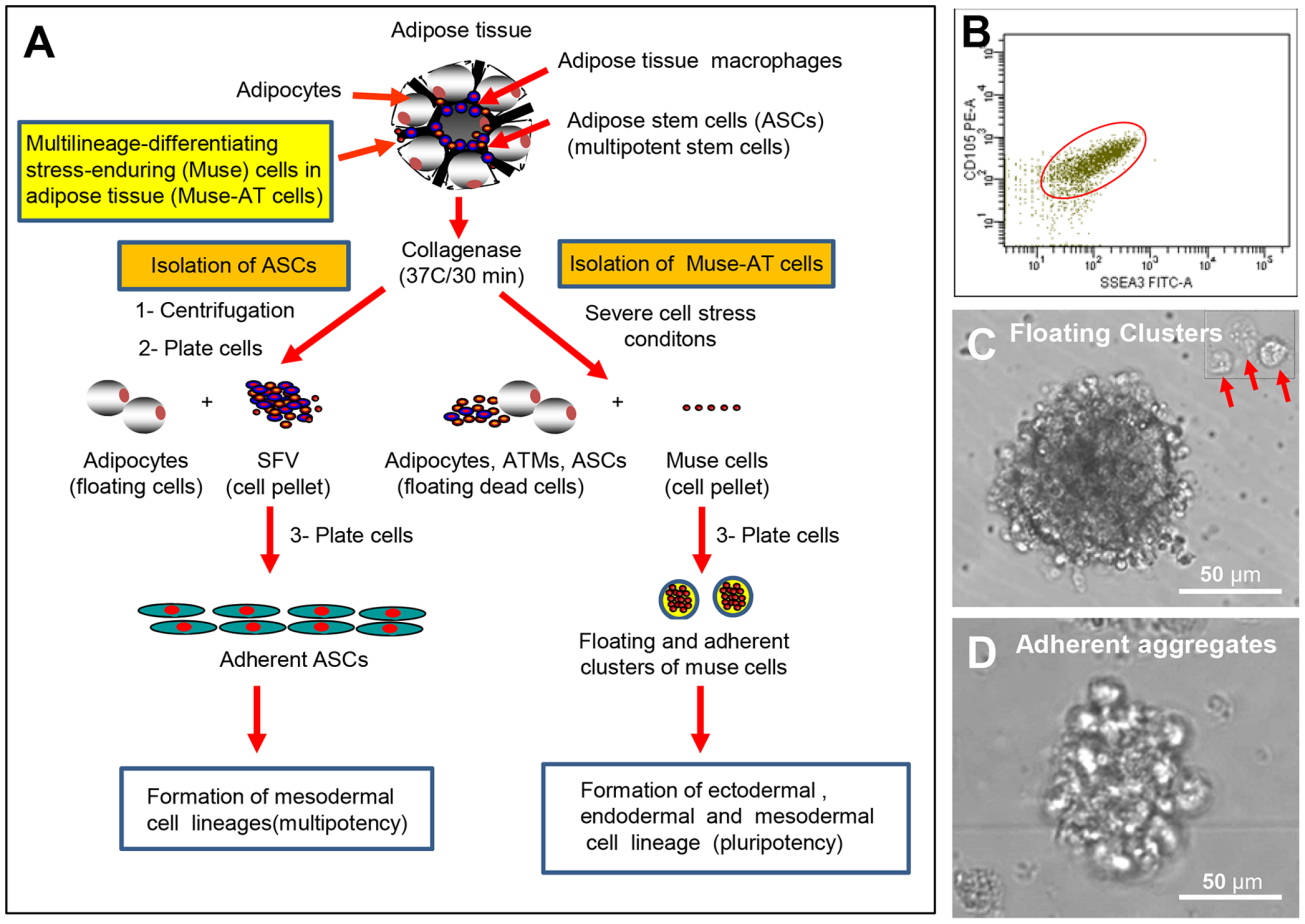
Isolation and morphologic characterization of Muse-ATs. (**A**) Schematic of Muse-AT isolation and activation from their quiescent state by exposure to cellular stress. Muse-AT cells were obtained after 16 hours, with incubation with collagenase in DMEM medium without FCS at 4°C under very low O_2_ (**See Methods**). (**B**) FACS analysis demonstrates that 90% of isolated cells are both SSEA3 and CD105 positive. (**C**) Muse-AT cells can grow in suspension, forming spheres or cell clusters as well as individual cells (see red arrows) or (**D)** Muse-AT cells can adhere to the dish and form cell aggregates. Under both conditions, individual Muse-AT cells reached a diameter of approximately 10µm and cell clusters reached a diameter of up to 50µm, correlating to stem cell proliferative size capacity.

### Muse-ATs Spontaneously Express Pluripotent Stem Cell Markers

Upon transfer and adherence to chamber slides for immunofluorescent staining, both the Muse-AT cell clusters and individual Muse-AT cells strongly expressed all of the characteristic pluripotent stem cell markers that were examined. These included SSEA3, a cell-surface glycosphingolipid frequently used to detect human ES cells and to purify Muse cells from bone marrow and dermis [13]; Oct3/4 a protein involved in the self-renewal of human ES cells; Nanog, a transcription factor involved in the self-renewal of human ES cells; Sox2, a transcription factor that controls genes involved in embryonic development; and TRA-1-60, which reacts with the antigen TRA-1-60 on the surface of embryonic germ cells and ES cells **(** **Fig. 2** **)**. Comparatively, ASCs derived from the same lipoaspirated tissue were either negative or weakly positive for these pluripotent stem cell markers **(** **Fig. 2** **)**.

**Figure 2:**
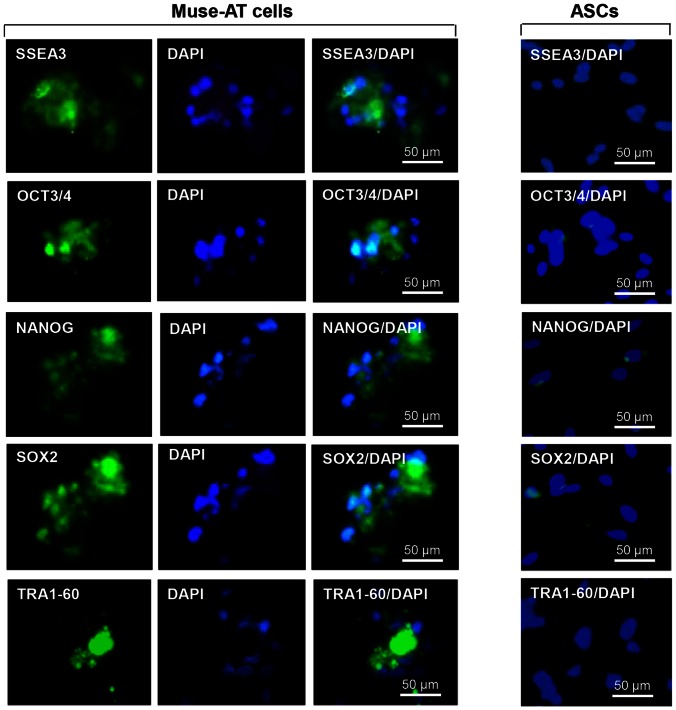
Muse-ATs express pluripotent stem cell markers. Immunofluorescence microscopy demonstrates that Muse-AT aggregates, along with individual Muse-AT cells, express characteristic pluripotent stem cell markers, including SSEA3, Oct3/4, Nanog, Sox2, and TRA1-60. Comparatively, ASCs (right panel) derived from the same lipoaspirate under standard conditions (see above, [16] were negative for these pluripotent stem cell markers. Nuclei were stained with DAPI (blue). Original magnification, 600 X.

### Mesodermal Differentiation of Muse-ATs

Adipose tissue has been shown to harbor ASCs with the ability to differentiate into the mesenchymal cell lineages: adipocytes, chondrocytes, myocytes and osteoblasts [16], [20]. However, ASCs in the appropriate differentiation medium require approximately 2 ½ weeks to develop mature adipocytes, and myocyte differentiation, with characteristically fused nuclei, takes approximately 3 weeks [16]. To determine the potential of Muse-AT cells to spontaneously differentiate into cells of mesodermal lineage, Muse-AT cells were grown as adherent cells in culture medium only containing DMEM, 10% FCS+Antibiotics for 3 days. Spontaneous differentiation of Muse-AT cells into a mesodermal lineage was determined by immunocytochemistry. Mesodermal markers included DLK, a marker for preadipocytes [21], BODIPY-C_16_, a fluorescent dye used to detect lipid accumulation [22], and myosin D (Heavy Chain), a marker for the heavy chain portion of the Myosin II protein found in skeletal muscle cells [16], [23], [24]. After cultured as adherent cells for 3 days, Muse-AT cells displayed significant expression of DLK, (21±8% of all DAPI-positive cells), BODIPY-C_16_ (61±13% of all DAPI-positive cells) and Myosin D (25±4% of all DAPI-positive cells), as compared to ASCs, which were slightly positive only in response to DLK (17±7% of all DAPI-positive cells) **(** **Fig. 3A** **)**. In the presence of adipogenic medium, demonstrated over the course of 3 and 6 days, Muse-AT cells accumulated considerable concentrations of lipid drops indicated by the formation of BODIPY-C_16_ (+) droplets, which characterized 80±4% (3d) and 83±3% (6d) of all DAPI-positive cells **(** **Fig. 3B** **)**. In contrast, ASCs showed a weak yet detectable signal for BODIPY-C_16_ (+) due to the presence of lipid accumulated in the cytoplasm as a result of ASC commitment to the preadipocyte cell fate **(** **Fig. 3B** **)**. At 3 days that there is a stark morphological difference between Muse-AT cells and ASCs, perhaps most apparent in the smaller size of Muse-ATs, which is very evident in the nucleus size, as indicated by DAPI. However, this morphology is actually much more similar at day 6, at which point the nucleus size has grown significantly in Muse-ATs, and is roughly the same as ASCs. BODIPY labeling of lipids with the intensity observed in the Muse-ATs is typically observed in ASCs after 2–3 weeks in culture [25], [26]. Predictably, ASCs fully differentiated to adipocytes after 17 days of incubation in adipogenic medium (data not shown, [16]).

**Figure 3:**
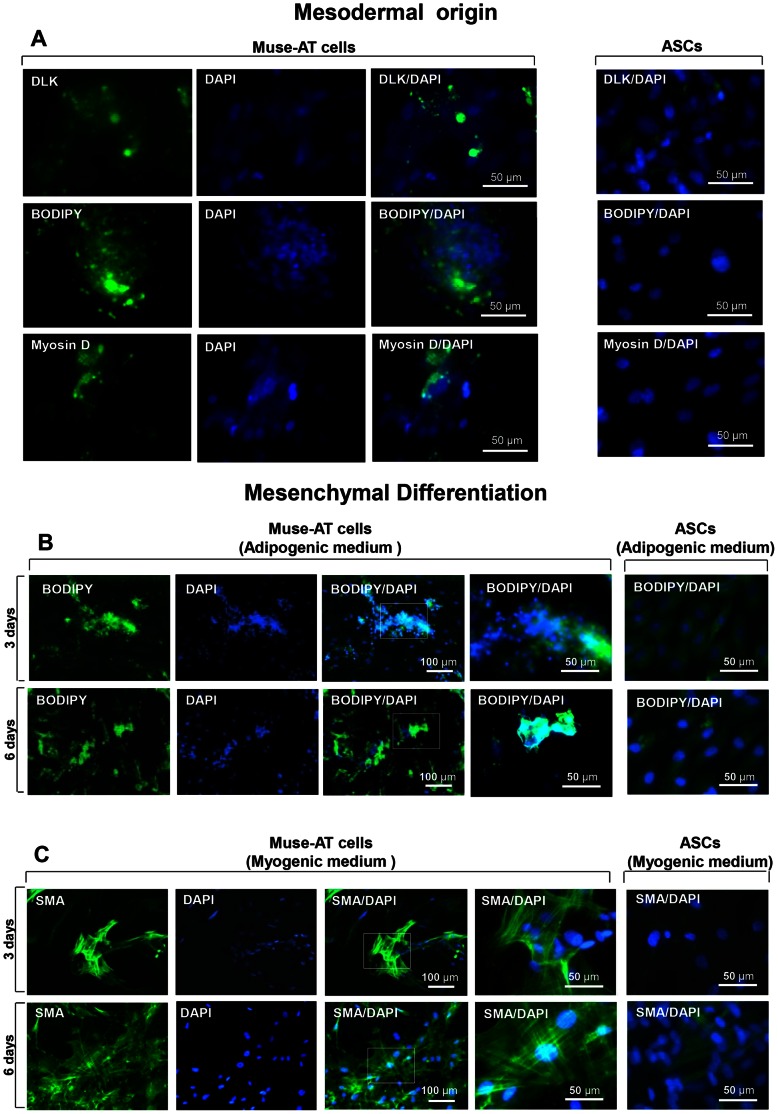
Muse-AT cells can differentiate to mesodermal cell lineages. Isolated Muse-ATs were grown as adherent cells in the presence of DMEM/10%FCS for 6 days. (**A**) Immunostaining indicates that Muse-AT have the capacity to spontaneously differentiate to mesodermal cell lineages. DLK is a specific marker for preadipocytes; BODIPY-C_16_ recognized lipid drops present in adipocytes; Myosin D is specific marker for myocytes. Comparatively, ASCs (right panel) which are mesenchymal stem cells derived from the same lipoaspirate under standard conditions (see above, [16] were slightly positive for DLK; nuclei were stained with DAPI (blue), original magnification, 600 X. (**B**) Isolated Muse-AT cells were grown as adherent cells in the presence of adipocyte differentiation medium **(See Methods**) for 3 or 6 days and formation of adipocytes was detected using BODIPY-C_16_; (**C**) Isolated Muse-AT cells were grown as adherent cells in the presence of myocyte differentiation medium and formation of myocytes was detected using anti human-MSA antibodies. Comparatively, ASCs (right panel) which are mesenchymal stem cells derived from the same lipoaspirate under standard conditions (See above, [16] were slightly positive for BODIPY-C_16_ or MSA **(B and C, right panel)**. Nuclei were stained with DAPI (blue). Original magnification was 200 X (first three rows) or 600 X (last two rows).

In the presence of myogenic medium for 3 and 6 days, Muse-AT cells differentiated into smooth muscle cells, with the characteristic morphology of smooth muscle fibers and strong expression of SMA that characterized 77±3% (3 d ) and 83±4% (6 d) of all DAPI-positive cells **(** **Fig. 3C** **)**. Under the same culture conditions, ASCs were only slightly positive after 6 days of incubation (25±4% of all DAPI-positive cells) **(** **Fig. 3C** **)**. Differentiation of ASCs to myocytes required ASCs exposure to myogenic medium for at least 21 days (data not shown, [16]). These results demonstrate that while both types of adipose-derived stem/progenitor cells have the capacity to differentiate, activated Muse-AT cells differentiate towards both adipocyte and myocyte lineages much more quickly than ASCs.

### Endodermal Differentiation of Muse-ATs

Spontaneous differentiation of Muse-AT cells to an endodermal lineage (hepatocytes) was detected in Muse-AT cells cultured in DMEM/10% FCS for 3 days. Muse-AT cells were recognized by α-fetoprotein (19±7% of all DAPI-positive cells), which is expressed during the development of endoderm and progenitors of hepatocytes [27] and pan keratin (21±8% of all DAPI-positive cells), a marker for filaments characteristic of biliary tract epithelial cells [27] **(** **Fig. 4A** **)**. In the cluster of cells, α-fetoprotein strongly recognized fatty acids in dimeric and trimeric forms localized in both the cytoplasm and plasma membrane of Muse-AT cells **(** **Fig. 4A** **)**, as was previously described in human hepatoblastoma cell line HepG2 [28]. In contrast, ASCs were negative for these endodermal cell markers **(** **Fig. 4A** **)**. Muse-AT cells previously incubated in hepatogenic differentiation medium for 3 and 6 days were positive for cytokeratin 7, an intermediate filament protein in biliary cells that characterized 69±2% (3 d) and 80±7% (6 d) of all DAPI-positive cells, as well as for α-fetoprotein which recognized 90±4% (3 d) and 91±5% (6 d) of all DAPI-positive cells (**Fig. 4B** **)**, while ASCs were negative **(** **Fig. 4B** **)**. These results demonstrate that Muse-AT differentiation mirrors previous studies of pluripotent stem cells differentiation to hepatocytes in terms of both time in culture (3 days) and differentiation efficiency [29], [30].

**Figure 4:**
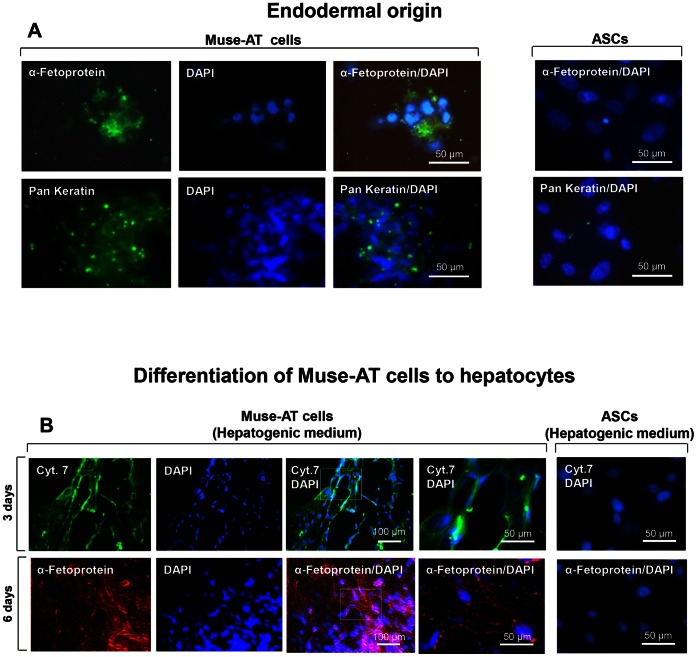
Muse-ATs can differentiate to endodermal cell lineages. Isolated Muse-ATs were grown as adherent cells in the presence of DMEM/10%FCS for 6 days. (**A**) Immunostaining indicates that Muse-AT have the capacity to spontaneously differentiate to endodermal cell lineages. α-fetoprotein and pan-keratin are specific markers for hepatocytes; Nuclei were stained with DAPI (blue). Original magnification, 600 X. Comparatively, ASCs (right panel) derived from the same lipoaspirate under standard conditions (see above, [16]) were negative for α-fetoprotein and pan-keratin. Nuclei were stained with DAPI (blue); original magnification, 600 X; (**B**) Isolated Muse-AT cells were grown as adherent cells in the presence of hepatocyte differentiation medium **(see methods)** for 3 or 6 days and formation of hepatocytes was detected using anti-human cytokeratin 7 or α-fetoprotein antibodies. Comparatively, ASCs (right panel) were completely negative for cytokeratin 7 and α-fetoprotein **(B, right panel)**. Nuclei were stained with DAPI (blue). Original magnification was 200 X (first three rows) or 600 X (last two rows).

### Ectodermal Differentiation of Muse-ATs

To complete our examination of the potential for spontaneous differentiation into the three germlines, Muse-AT cells were cultured for 3 days in DMEM/10%FCS with antibodies characterized by ectodermal cell markers including neuron-specific enolase (NSE), a marker used to detect neocortical neuron progenitors [31], [32], metabrotopic-glutamate receptor (Glut-R), a marker used to detect microglial and neural like cells [33], [34] and NeuroD, a marker used to detect neocortical precursor cells [35], [36]. Again, Muse-AT cells showed significant expression of all these markers with 30±5% (Glut-R), and 15±5% (NeuroD) of all DAPI-positive cells **(** **Fig. 5A** **)**, confirming their potential to spontaneously differentiate into ectodermal cells, as opposed to control ASCs **(** **Fig. 5A** **)**. We monitored the morphological progression of Muse-AT cells into neurons throughout the incubations in both the first and second neurogenic differential mediums **(see methods)** following similar protocols previously used for the differentiation of ES and iPS cells into cells of neural origin [37], [38], [39], [40], [41]. Muse-AT cells exhibited a progression from the formation of large cell spheres with finger-like projections to long, neuron-like cells, which subsequently formed large networks **(** **Fig. 5B**) [37]. Muse-AT cells cultured in suspension for 7 days in neural differentiation medium 1 (**see methods**) progressively form large cell clusters. Subsequent treatment as adherent cells for 7 days in neural differentiation medium 2 (**see methods**) induced the formation of neuron-like cells detectable by morphology and by axon and dendrite-specific markers.

**Figure 5:**
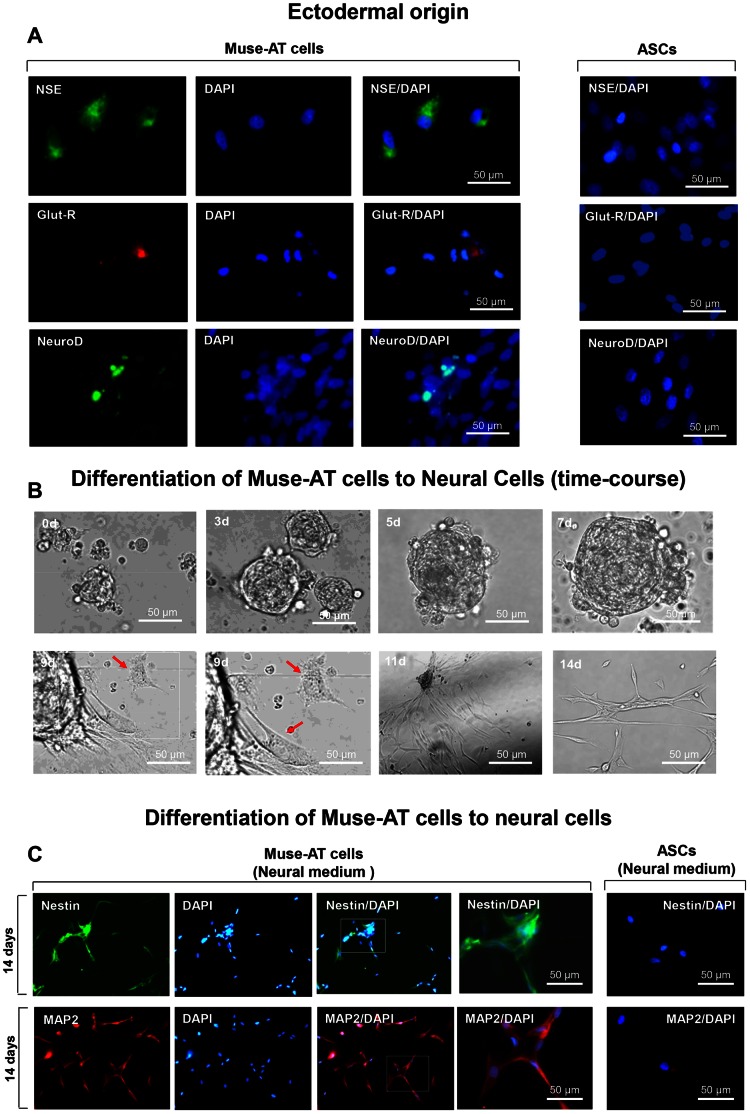
Muse- ATs can differentiate to ectodermal cell lineages. (**A**) Isolated Muse-ATs were grown as adherent cells in the presence of DMEM/10%FCS for 6 days. Immunostaining indicates that Muse-AT cells have the capacity to spontaneously differentiate to ectodermal cell lineages. NSE, Glu-R and Neuro D are specific markers for neural progenitor or neural-like cells. Comparatively, ASCs (right panel) were negative for NSE, Glu-R and NeuroD. Nuclei were stained with DAPI (blue); original magnification was 600X. (**B**) Isolated Muse-AT cells were grown as non-adherent cells in the presence of Neurobasal medium/B-27 supplement serum free/kanamycin/glutamine/bFGF and EGF for 7 days. Formation of neural cell spheres was detected at different times during this incubation. Cells were then grown as adherent cells for an additional 7 days in a DMEM 2% FCS/bFGF/BDNF. Formation of neural-like cells is indicated by red arrows. (**C**) Isolated Muse-AT cells were grown for 7 days as non-adherent cells and then cultured for another 7 days as adherent cells **(See Methods)**. Neural-like cells were detected by immunofluorescence using anti-human nestin and MAP2 antibodies. Comparatively, ASCs (right panel) were negative for nestin and MAP2 (**B, right panel)**. Nuclei were stained with DAPI (blue). Original magnification was 200 X (first three rows) or 600X (last two rows).

Immunocytochemistry studies on Muse-AT cells having previously undergone the two-tiered neurogenic differentiation revealed expression of both nestin, a stimulant of survival, renewal and proliferation of neural progenitor cells [42] which characterized 65±11% of all DAPI-positive cells and MAP2, a protein involved in the polymerization of microtubules [43] which recognized 92±2% of all DAPI-positive cells **(** **Fig. 5C** **)**. ASCs were negative for nestin, while MAP2 exhibited a minimal degree of non-specificity inherent to the marker (5% of all DAPI-positive cells) **(** **Fig. 5C** **)**.

### Microarray Data

To explore Muse-AT cell gene expression, microarrays were preformed and expression differences between Muse-AT cells and APCs were analyzed. 

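RNA of 3 samples of Muse-AT cells, the cells left after hours of severe hypoxia, cold and lack of serum, and of 3 samples of adipose stem cells (ASCs), isolated from collagenase-digested lipoaspirate and cultured, was hybridized to 6 one-colour Agilent arrays, 1 sample on each. Every array carries 42405 different probes, which are short sequences that each bind 1 transcript, on 58717 spots. The authors scanned the arrays with Agilent's Feature Extraction software, which subtracts the background around each spot, and the deposited signals are these intensities before any scaling between arrays. Brightness differed between arrays. The 75th percentile of the signal was 868.15, 963.46 and 1071.77 units on ASC replicates 1 to 3 and 166.4, 1724.74 and 707.69 units on Muse-AT replicates 1 to 3. Between 56.08% and 62.18% of the probes were well above background on the ASC arrays, and 54.08% to 74.8% on the Muse-AT arrays. Spots marked as outliers were left out, spots of a probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted, so that a normalized signal of 0 stands for that percentile. The comparison covered the 26846 probes that were well above background on at least 3 of the 6 arrays, and used limma with Benjamini-Hochberg adjustment. Across these probes the correlation between arrays was 0.967 to 0.977 among ASCs, 0.84 to 0.877 among Muse-AT cells and 0.773 to 0.844 between the groups. All 6 arrays were on 1 slide, with the Muse-AT samples in slide row 1 and the ASC samples in slide row 2, so the position on the slide and the cell type cannot be told apart. A probe that was not well above background on any array of 1 group has only a limit there, and its fold change is given as at least the ratio of the brighter group to a limit. The limit is the lowest signal of a spot well above background on each array, or the probe's own signal where that is higher. Where an array of the brighter group was not well above background either, its signal entered as measured and the ratio to the limit is no lower bound. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot go below p = 0.1.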

Differential expression of at least a 2-fold change between Muse–AT cells versus ASCs was observed in 435 up and 434 and down-regulated genes respectively (p<0.05, **Tables S1–S2**). Of these, 99 genes were expressed in all Muse-AT samples and absent in all ASC samples. 

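In limma, 1915 probes were higher and 1462 were lower in Muse-AT cells by at least 2-fold with an adjusted p under 0.05. With the criteria of the methods, 2975 probes were higher and 2677 lower, and 540 and 619 of them passed after Benjamini-Hochberg adjustment. The 3 arrays of one group all lay above the 3 of the other for 39.3% of the tested probes, where chance gives 10%. Without scaling, limma gave 422 higher and 395 lower probes, with median scaling 1355 and 3611, and with quantile normalization 1362 and 1605, so that the larger share was lower under the last 2. The criteria of the methods gave 1741 and 5477 with median scaling and 2221 and 3092 with quantile normalization. The limma counts fell when an ASC array was left out, to 1070 probes without ASC replicate 2, 1113 without ASC replicate 1 and 1220 without ASC replicate 3, and 931 of the 3377 probes were called with each array left out in turn. Limma fitted the same variance for both groups at each probe, although Muse-AT arrays correlated less with each other than ASC arrays did. With the Welch test, which allows each group its own variance, the criteria of the methods gave 2134 higher and 2024 lower probes. All 435 probes of Table S1 had a higher mean in Muse-AT cells and all 434 of Table S2 a lower one. Of those tested, 177 of 348 probes of Table S1 passed the limma threshold in the direction of the table, against 6.56% of the other probes (Fisher's exact test, two-sided, p = 1.0e-108). For Table S2 it was 213 of 430, against 4.73% of the others (p = 3.9e-153 from the same exact test). Both tables were chosen on these samples, so the overlap is not independent evidence.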

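With the rule of the methods (at least 100 units on all 3 arrays of one group, at most 30 on all 3 of the other, and a p under 0.05), applied to the signals as scanned, 114 probes with 98 gene symbols were present in Muse-AT cells only. They included 83 of the 100 probes of Table S3. On that table, 99 probes reached 100 units on every Muse-AT array and 84 stayed at or under 30 units on every ASC array, with a highest ASC signal of 53.6 units. The count rested on the dimmest array. Without Muse-AT replicate 1 it was 435 symbols.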

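For TNFSF14, IL3RA, CSF3, IL10RA, GATA2 and BMP7, all 3 Muse-AT arrays lay above all 3 ASC arrays and no ASC array was well above background on the probe of Table S3, so each fold change is a limit. TNFSF14 was at least 60.2-fold higher in Muse-AT cells (adjusted p = 8.9e-04 from limma), with a normalized signal of 0.89 ± 0.39 (SD, n = 3) in Muse-AT cells and -7.22 ± 0.40 (SD, n = 3) in ASCs. The difference was at least 160-fold for IL3RA, 230-fold for CSF3, 168-fold for IL10RA, 21.9-fold for GATA2 and 54.1-fold for BMP7. BMP7 varied most between the Muse-AT samples (SD 2.39 on the log2 scale) and had the highest adjusted p of these genes, 0.01. Another BMP7 probe, well above background on all 3 Muse-AT arrays and no ASC array, passed with a log2 fold change of 4.66 (adjusted p = 0.011), and one more was well above background on 1 of 3 Muse-AT arrays and was not tested. Another CSF3 probe also passed, and was well above background on 1 of 3 ASC arrays.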

Genes expressed only in Muse-ATs included *TNFSF14* (p<0.0002), *IL3RA* (p<0.0007), *CSF3* (p<0.0013), *IL10RA* (p<0.004), *GATA2* (p<0.005), and *BMP7* (p<0.02) **(Table S3)**. Interestingly, Muse-ATs expressed numerous CD-markers that ASCs did not, while no CD-markers were unique to only the ASCs **(Table S4)**.

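All 22 probes of Table S4 were higher in Muse-AT cells and past the limma threshold, with a median log2 fold change of 7.44. The table was chosen on these samples, so this is not independent evidence. PECAM1 (CD31) was at least 262-fold higher (adjusted p = 0.0056), with a normalized signal of 3.06 ± 2.33 (SD, n = 3) in Muse-AT cells and -5.76 ± 0.94 (SD, n = 3) in ASCs. SELE (CD62E) was at least 307-fold and TLR2 (CD282) at least 93-fold higher. The spread between the Muse-AT samples was large for several of these genes. PTPRC (CD45) was at least 18.1-fold higher and lost its call without ASC replicate 1 (log2 fold change 5.33), ASC replicate 2 (5.49) or Muse-AT replicate 1 (5.31). KLRB1 (CD161) and CD209 lost theirs without any single ASC array (6.17 to 6.28 and 4.20 to 4.75) and without Muse-AT replicate 1 (6.13 and 4.27). These 3 genes did not pass under normexp background correction (3.02, 3.37 and 2.65), nor did CD209 without scaling (3.82). CD52 was well above background on 2 of 3 ASC arrays, and CD2, CD53, CCR7 and CD209 on 1. Another CD8A probe differed less, by a log2 fold change of 0.96 (adjusted p = 0.19), than the probe of the table at 5.37, and so did a PTPRC probe at 1.59 (adjusted p = 0.32), while the remaining PTPRC probes passed at 5.14 (adjusted p = 0.0064) and 7.57 (adjusted p = 0.012). The other CD8A probe and the PTPRC probes at 1.59 and 5.14 were well above background on all 3 ASC arrays, and another FCGR2A probe on 2. Other probes of PECAM1, SELE, CD209 and CD274 were well above background on no ASC array. The other probes of PECAM1 and SELE passed too. Another CD209 probe did not pass (adjusted p = 0.062).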

ASCs expressed 41 genes that Muse-ATs did not **(Table S5)**. These genes were largely related to mitosis and cell cycling, and included *ESCO2* (p<0.0007), *KIF20A* (p<0.0009), *CENPF* (p<0.0023), *NEK2* (p<0.0029), *RAB3B* (p<0.0031), and *FGF5* (p<0.0068).

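By the same rule 63 probes with 51 gene symbols were present in ASCs only, among them 50 of the 51 probes of Table S5. All 51 probes of the table passed the limma threshold, with a median log2 fold change of -5.30. Table S5 too was chosen on these samples, so this is not independent evidence. Without Muse-AT replicate 2, the brightest array, the count was 172 symbols.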

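Each of the 6 genes was lower on all 3 Muse-AT arrays than on all 3 ASC arrays. ESCO2 had a normalized signal of -5.96 ± 0.52 (SD, n = 3) in Muse-AT cells and -0.30 ± 0.48 (SD, n = 3) in ASCs, a log2 fold change of -5.67 (standard error 0.43, adjusted p = 0.0013). KIF20A had a log2 fold change of -7.24 and RAB3B of -7.28. Other scalings and background correction gave -6.38 to -2.89 for ESCO2, -7.95 to -4.36 for KIF20A and -7.99 to -4.16 for RAB3B. These 3 probes were well above background on 1 of 3 Muse-AT arrays. No Muse-AT array was well above background for the others, so that CENPF was at least 15.3-fold, NEK2 at least 9.07-fold and FGF5 at least 25.3-fold lower. Other probes of CENPF and NEK2 were well above background on 3 and 1 Muse-AT arrays, with log2 fold changes of -5.92 and -4.90. Another FGF5 probe passed but differed less (-2.53), and one more was well above background on 1 of the 6 arrays and was not tested. Under normexp background correction CENPF and NEK2 no longer passed. In a list of proliferation genes, 22 of 22 were lower in Muse-AT cells, with a median log2 fold change of -5.50, 17 passed the threshold, and 20 did when adjusted over the list alone (camera, adjusted p = 6.1e-16). As a set they were also lower under fry and not past the threshold when the correlation between genes was estimated (adjusted p = 0.24).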

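Tables S1 and S2 give a function for some of their probes, and 522 of the 869 have none. Among the tested probes of each category, those past the limma threshold in the direction of their table were 32 of 55 for cellular assembly and organization, 12 of 18 for organ development and 52 of 81 for organismal survival. Among the probes with no function given it was 215 of 460. The enrichment of categories by the pathway software was not repeated here.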

Gene ontology analysis was performed, and observed differential expression in Muse-AT cells correlated strongly to categories of cellular functions, the most statistically significant being: cell death and survival (p = 2.04E-05 to 3.15E-02), embryonic development (p = 5.92E-05 to 3.15E-02), tissue development (p = 5.92E-05 to 3.15E-02), cellular assembly and organization (p = 1.07E-04 to 3.15E-02), cellular function and maintenance (p = 4.04E-04 to 3.15E-02), DNA replication, recombination and repair (p = 1E-0.3 to 3.15E-0.2), cell cycle (p = 1.12E-0.3 to 3.15E-0.2), organ development (p = 1.54E-0.3 to 3.15E-0.2) and organismal survival (p = 2.63E-0.3 to 2.63E-0.3) **(** **Fig. 6A** **, Tables S1–S2)**.

**Figure 6:**
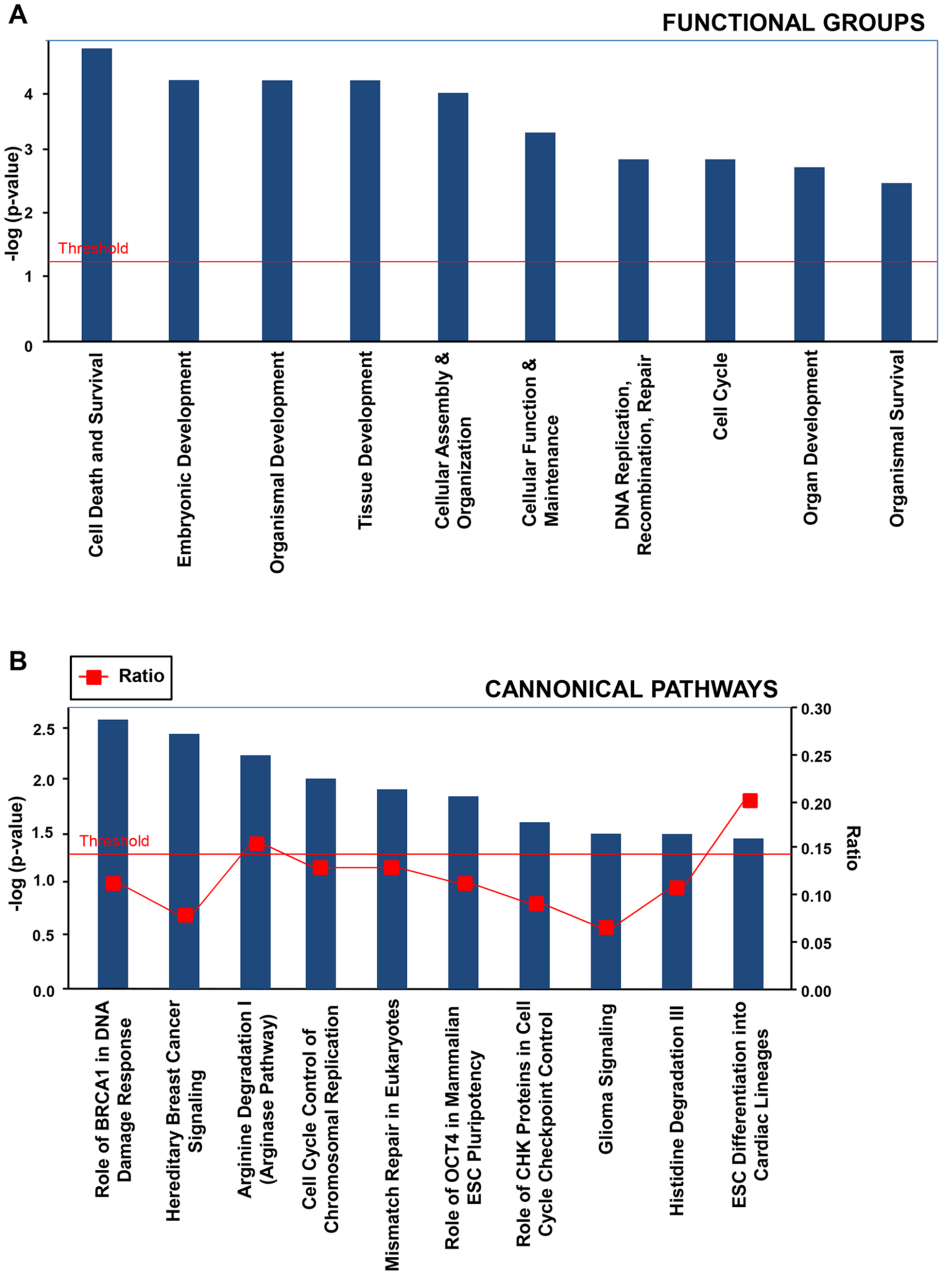
Identification of functional groups and canonical pathways in Muse-ATs vs ASCs. Identification of the top ten (**A**) functional groups (**B**) canonical pathways of all differentially expressed genes (2 fold or higher) in Muse-AT cells versus ASCs. Fischer’s exact test was used to calculate a p-value determining the probability of the association between the genes in the data set with functional groups and canonical pathways. Both (**A**) functional groups (**B**) canonical pathways are displayed along the x-axis, while the y-axis displays logarithm of p values calculated by Fisher exact between the ratio of the number of genes differentially expressed genes (2 fold or higher) in Muse-AT versus ASCs in a given functional group or pathway divided by total number of genes that make up that functional group or pathway with a threshold for statistical significance set at 0.05. The analysis was performed by Ingenuity Pathways analysis software.

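CXCL2, ECSCR, DLL1, NR4A2, ADAMTS9, BMX, MYZAP, ALDH1A2 and SOD2 were each higher on all 3 Muse-AT arrays than on all 3 ASC arrays, and 7 of these 9 genes passed the limma threshold. The DLL1 log2 fold change was 6.59 (standard error 0.69, adjusted p = 0.0031). For NR4A2 it was 5.99 (standard error 0.95, adjusted p = 0.011), with a normalized signal of 2.13 ± 1.95 (SD, n = 3) in Muse-AT cells and -3.86 ± 0.63 (SD, n = 3) in ASCs. ECSCR, listed as ECSM2 in Table S1, had 5.92, ADAMTS9 5.84 and MYZAP 5.76 on the log2 scale. Without Muse-AT replicate 1 the log2 fold changes were 7.26 for ECSCR, 7.20 for DLL1, 7.12 for NR4A2, 6.85 for ADAMTS9 and 6.45 for MYZAP. In the same fit those of CXCL2 (9.60, from 10.01) and SOD2 (5.37, from 5.91) were smaller. ECSCR lost its call without ASC replicate 2 (log2 fold change 5.56), ASC replicate 3 (5.65), Muse-AT replicate 2 (5.27) or Muse-AT replicate 3 (5.23), and ADAMTS9 without ASC replicate 1 (5.59) or ASC replicate 2 (5.38). Without scaling these genes and NR4A2 did not pass. Of 2 other MYZAP probes, 1 passed and 1 did not (adjusted p = 0.53). ECSCR, DLL1 and MYZAP were well above background on 1 of 3 ASC arrays. BMX was well above background on 2 Muse-AT arrays and no ASC array, was not among the tested probes, and had a mean signal 9.02-fold above the limit of the ASC arrays. NR4A2, ADAMTS9, SOD2 and CXCL2 were well above background on all 3 ASC arrays.

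**Figure D1:**
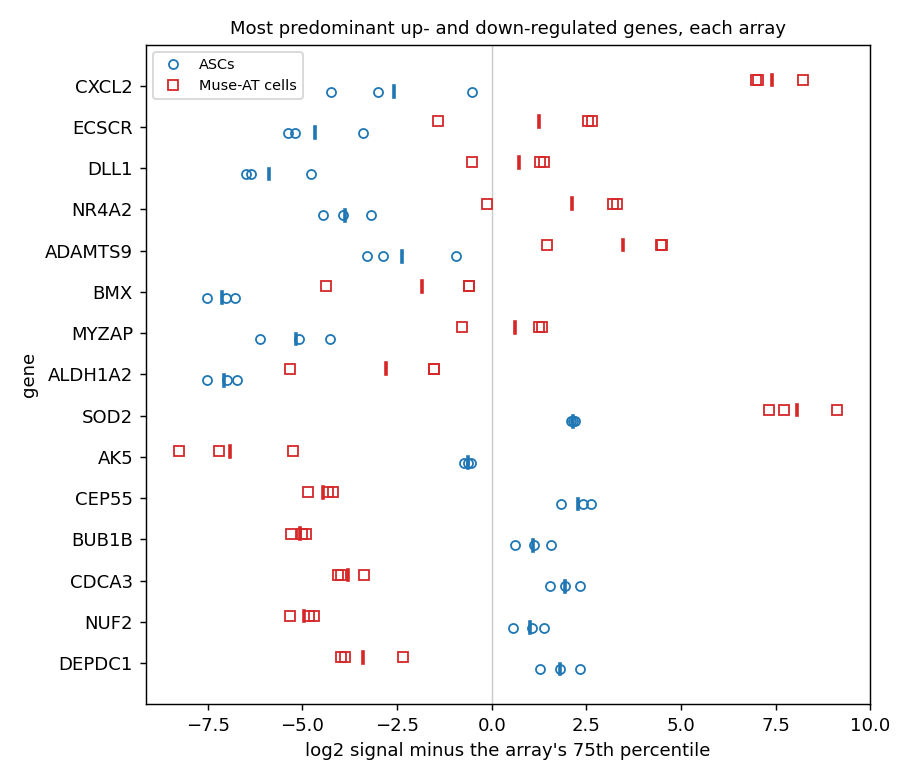
Normalized signal (log2 signal minus the array's 75th percentile, x axis) of genes that the paper names as most up- and down-regulated (y axis), with 1 circle per ASC array, 1 square per Muse-AT array and a bar at each group's mean of 3 arrays. The 2 groups do not overlap for any of these genes, and for ECSCR, NR4A2, ADAMTS9, BMX and ALDH1A2 1 square lies far below the other two.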

The most predominant up-regulated genes of Muse-AT cells versus ASCs included *CXCL2* (777.8 fold), *ESCM2* (153.2 fold) *DLL1* (147.4 fold), *NR4A2* (139.2 fold), *ADAMTS9* (115.3 fold), *BMX* (91.5 fold), *MYZAP* (87.6 fold), *ALDH1A2* (47.1 fold) and *SOD2* (41.4 fold), indicating that these genes were otherwise turned off or suppressed in ASCs **(Table S1)**. The most predominant down-regulated genes included *AK5* (136.6 fold), *GREM2* (115.2 fold), *CEP55* (93.6 fold), *BUB1B* (66.4 fold), *CDCA3* (62.5 fold), *NUF2* (54.8 fold) and *DEPDC1* (52.7 fold) **(Table S2)**.

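AK5, CEP55, BUB1B, CDCA3, NUF2 and DEPDC1 passed the limma threshold with every array left out in turn. CEP55, with 2 of 3 Muse-AT arrays well above background, had a log2 fold change of -6.75 (standard error 0.38, adjusted p = 8.9e-04). BUB1B, CDCA3 and NUF2, well above background on the same number, and DEPDC1, above it on all 3, had -6.17, -5.74, -5.97 and -5.19. No Muse-AT array was well above background for AK5, which was at least 20-fold lower.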

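Of 17 genes of the Oct4, BRCA1, chromosomal replication, DNA repair and arginine degradation pathways, 14 were lower in Muse-AT cells and 3 higher, and 10 and 1 passed the limma threshold. ASH2L had a log2 fold change of -1.32 (adjusted p = 0.044), RFC5 of -1.49 (0.045), MCM6 of -1.83 (0.029), ORC3 of -1.62 (0.025) and CDK6 of -1.74 (0.023). BLM, RFC3, FANCB and PIK3R2 had -2.40, -2.34, -2.06 and -2.06. Without any single ASC array, ASH2L, FANCB, CDK6, PIK3R2, RFC5, RFC3, MCM6 and ORC3 no longer passed, with log2 fold changes of -1.34 to -1.30 for ASH2L and -2.35 to -2.32 for RFC3. BLM did not pass without ASC replicate 1 (-2.26) or 2 (-2.35), and RFC5 without Muse-AT replicate 2 (-1.59). POLR2J, RPA1, ALDH4A1 and OAT did not pass, with adjusted p values of 0.06, 0.051, 0.091 and 0.058, and they did under median scaling. With 1 array left out, POLR2J passed without Muse-AT replicate 2 (-1.39), RPA1 without Muse-AT replicate 2 (-1.33) or 3 (-1.26), ALDH4A1 without Muse-AT replicate 1 (-1.50) and OAT without Muse-AT replicate 1 (-1.17) or 3 (-1.79). None of the genes past the threshold passed without scaling, and under normexp background correction ASH2L, RFC5 and FANCB did not, the first 2 of them also not under quantile normalization. With the replicate number as a block, ASH2L, RFC5, MCM6, ORC3 and CDK6 did not pass. Whether that number pairs the samples is not known. Another ALDH4A1 probe passed (-1.99, adjusted p = 0.012) and another RFC3 probe did not (-1.40). NR6A1 was higher, with a log2 fold change of 3.25 (adjusted p = 0.0074), and another probe of the gene was well above background on 1 of the 6 arrays and was not tested. POLR2J3 was not analysed here.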

The most highly expressed canonical pathways include the role of Oct4 in embryonic stem cell pluripotency (*SOX2, NR6A1, BRCA1, ASH2L, POU5F1), BRCA1* in DNA damage and hereditary breast cancer signaling *(POLRJ2/POLR2J3, FANCB, POLR2J, CDK6, RPA1, PIK3R2, RFC5, BLM, BRCA1, RFC3),* cell cycle control of chromosomal replication *(MCM6, ORC3, CDK6, RPA1),* DNA repair *(RPA1, RFC5, RFC3),* arginine degradation *(ALDH4A1, OAT),* and embryonic stem cell differentiation into cardiac lineages *(SOX2, POU5DF1*) **(** **Fig. 6B** **)**. These data provide further insight into the potential role Muse-AT cells in DNA repair, cell cycle, oxidative stress, cancer cell regulation, as well as their intrinsic pluripotency.

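MDH1 and PDIA3 were lower in Muse-AT cells, with log2 fold changes of -1.40 (standard error 0.31, adjusted p = 0.031) and -1.41 (standard error 0.32, adjusted p = 0.035), and another MDH1 probe passed (-1.37, adjusted p = 0.043) while another PDIA3 probe had -0.46 (adjusted p = 0.57). Without any single ASC array neither gene passed (-1.44 to -1.36 and -1.42 to -1.38), and neither did without scaling, nor PDIA3 under normexp background correction. MDH1 and PDIA3 also did not pass with the replicate number as a block. SGK1 did not differ beyond the spread between samples. Its normalized signal was 4.85 ± 2.05 (SD, n = 3) in Muse-AT cells and 4.18 ± 0.38 (SD, n = 3) in ASCs (adjusted p = 0.69), and the log2 fold change of 0.67 became 1.85, past the threshold, without Muse-AT replicate 1 and -0.04 without scaling. ATF2 (0.92, adjusted p = 0.18) and BRD1 (1.18, 0.055) did not pass either, although ATF2 (1.26) and BRD1 (1.26) did without Muse-AT replicate 1, and BRD1 with quantile normalization. The HSPA8 probe of Table S1 was well above background on 2 Muse-AT arrays and on no ASC array (a mean signal 2.33-fold above their limit), while a brighter probe of the gene, well above background on all 6 arrays, had a log2 fold change of -0.20 (adjusted p = 0.76).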

Up and down-regulation of critical genes involved in cell death and survival (e.g. *SGK1* (up1.6x), *MDH1*, *ATF2*, *HSPA8*, *PDIA3*, *BRD1*, *CALM1*, *NR4A2*, *GATA2*, *CDK6*, *NUF2*, *CDK6*, *BRC1*, *BUB1B* and *CCXL2*) could contribute to Muse–AT cell resistance to severe cellular stress exposure. The *BRC1* DNA damage and repair pathway [42] is down-regulated in Muse-AT cells versus ASCs, indicating the high capacity of Muse-AT cells to resist DNA damage as a result of severe cellular stress. 

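BRCA1 itself had a normalized signal of -3.16 ± 0.13 (SD, n = 3) in Muse-AT cells and 0.03 ± 0.41 (SD, n = 3) in ASCs, a log2 fold change of -3.18 (standard error 0.35, adjusted p = 0.0035), and it passed the threshold with each array left out in turn but not without scaling. It was well above background on 2 of 3 Muse-AT arrays. The paper reads the down-regulation of this pathway as a sign of a high capacity of Muse-AT cells to resist DNA damage.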

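Of the 14 genes of Table S6A, measured by 18 probes, 3 were higher in Muse-AT cells (GADD45A, GADD45G and XRCC2) and 11 were lower. None of the lower ones turned higher under quantile normalization, median scaling, no scaling or normexp background correction. GADD45G had a log2 fold change of 4.05 (standard error 0.60, adjusted p = 0.0089) on one probe and 4.10 on the other, which lost its call without any single ASC array (3.89 to 4.22). GADD45A had 1.60 (adjusted p = 0.048) and passed only without Muse-AT replicate 1 when 1 array was left out, with 1.39 to 1.77 without another array, and XRCC2 had 0.99 (adjusted p = 0.18). Past the threshold in the other direction were MMS22L (-2.70 and -2.04 on its probes), ERCC2 (-2.37), TONSL (-1.69) and ERCC6L (-3.85). Without any single ASC array, ERCC2 (-2.42 to -2.26), TONSL (-1.88 to -1.57), ERCC6L (-4.01 to -3.65) and 1 of the MMS22L probes lost their calls, and TONSL did without Muse-AT replicate 1 (-1.60) or 3 (-1.46). Of the genes past the threshold in either direction, only ERCC6L passed without scaling. Under normexp background correction GADD45A, TONSL and the same MMS22L probe did not pass, nor did GADD45A under median scaling. TONSL, ERCC6L and the other MMS22L probe were well above background on 2 of 3 Muse-AT arrays. Other probes of ERCC2 (-0.67) and TONSL (0.09) did not pass. With the replicate number as a block, GADD45A and TONSL did not pass, while ERCC6 passed as lower. PCNA was lower on all 3 of its probes, by log2 fold changes of -1.46, -1.50 and -1.41. They did not pass. All 3 passed under median scaling, 1 of them without Muse-AT replicate 2 (-1.79) and 1 under normexp background correction.

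**Figure D2:**
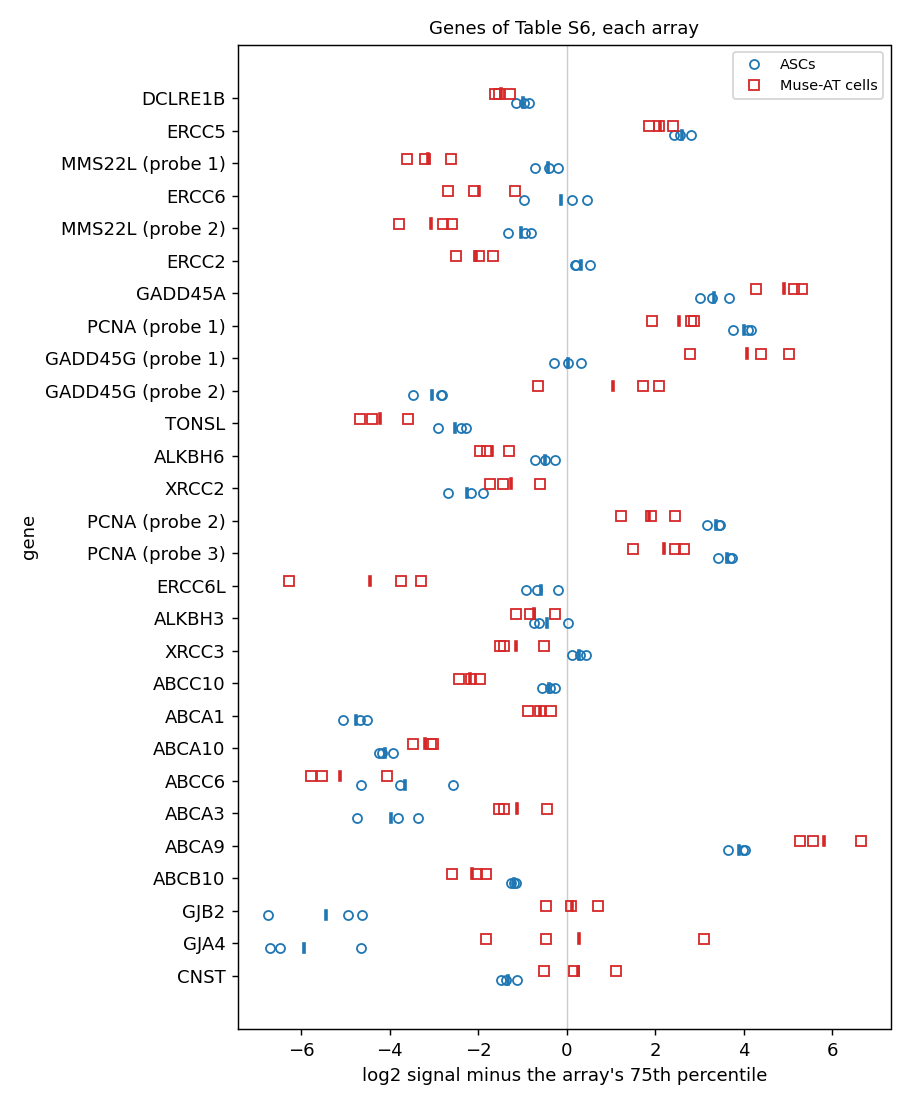
Normalized signal (log2 signal minus the array's 75th percentile, x axis) of genes of Table S6 (y axis, a line per probe), with 1 circle per ASC array, 1 square per Muse-AT array and a bar at each group's mean of 3 arrays. Among the DNA repair genes, GADD45A, GADD45G and XRCC2 have the squares on the right of the circles.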

We detected 14 individual genes related to DNA repair to be up-regulated in Muse-ATs (**Table S6A**). Additionally, eight ABC-cassette genes were more highly expressed in Muse-ATs. (**Table S6B**). 

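Of the 8 ABC genes of Table S6B, 5 had a higher mean in Muse-AT cells and 3 a lower one. The number higher was 4 without scaling and 4 under median scaling. ABCA1 (log2 fold change 4.15, standard error 0.34, adjusted p = 0.0015), ABCA3 (2.83, standard error 0.50, adjusted p = 0.016) and ABCA9 (1.94, standard error 0.45, adjusted p = 0.036) passed as higher. ABCA3 lost its call without ASC replicate 1 (2.44) or 3 (2.91), and ABCA9 without any single ASC array (1.81 to 2.01). ABCA1 was well above background on 1 of 3 ASC arrays on this probe, and another probe, above background on all 6 arrays, had 0.84 (adjusted p = 0.38). ABCC10 passed as lower (-1.78, adjusted p = 0.017), lost its call without any single ASC array (-1.85 to -1.71), and had a log2 fold change near 0 on another probe (0.16). None of these 4 genes passed without scaling, and ABCC10 did not under normexp background correction.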

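GJB2 had a normalized signal of 0.11 ± 0.59 (SD, n = 3) in Muse-AT cells and -5.44 ± 1.15 (SD, n = 3) in ASCs, a log2 fold change of 5.56 (standard error 0.64, adjusted p = 0.0039). GJA4 varied more between the Muse-AT samples (SD 2.55). Its log2 fold change was 6.22 (adjusted p = 0.024), and it lost its call without any single ASC array (5.83 to 6.87) or without Muse-AT replicate 2 (6.59). Each was well above background on 1 of 3 ASC arrays. Of the connexin family, 6 of 8 tested genes were higher and 2 lower, or 4 and 4 without scaling (camera, adjusted p = 0.026).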

Finally, in order to examine methods of cell communication, we analyzed the expression of gap junction related genes, and observed that Muse-ATs expressed three connexin genes *GJA4*, *GJB2*, *GJB4,* as well *as C1orf71* (*CNST*), which encodes the recently described connexin recycling protein, consortin [44] (**Table S6C)**.

## Discussion

Most studies utilizing adult stem cells for regenerative purposes have yielded disappointing results regarding post-transplant stem cell survival, attributed to a hostile host environment at the recipient site of injury, as seen in myocardial infarction, stroke, and peripheral ischemic wound [3], [4], [5], [6]. Despite survival enhancement via hypoxic preconditioning under *in vitro* ischemic environments [8], [9], [10], [11], [12], the *in vivo* effect of HPC on adult stem cells used for tissue engraftment is still controversial and more studies are required to optimize the use of HPC as a stimulus for various stem cell functions before their use in clinical trials [11], [45]. Recent studies in a flap ischemic rat model treated with ASCs having undergone HPC, showed a slight improvement in tissue engraftment and chemotaxis in comparison to the effects produced by untreated ASCs [46]. Therefore, the availability of a new stem cell population resistant to cellular stress could offer an attractive advance in the realm of post-transplant stem cell survival. In the present study, we described a novel population of pluripotent-like stem cells isolated from adipose tissue, termed Muse-AT cells, which are highly resistant to severe cellular stress and could emerge as the optimal population of cells to utilize in regenerative stem cell therapy.

Muse cells, comprising only a small population of MSCs in bone marrow (0.8–1%) and fibroblasts (2–3%), exist in a dormant, or quiescent state under normal physiological circumstances within the cellular niche [13]. This quiescent fate is considered characteristic of multiple adult stem cell lineages, including hematopoietic stem cells and epithelial stem cells, which have been shown to play a role in the preservation of the capacity to self-renew [47], [48]. Quiescence is internally regulated by reactive oxygen species for cell maintenance and HIF-1α to promote survival under hypoxic conditions, among other contributing factors, and externally regulated by environmental factors including transforming growth factors (TGFs) and bone morphogenic proteins (BMPs) within the physiological niche [48], [49], [50]. Quiescence also plays a critical role in the perseverance of malignant cancer stem cells and subsequent cancer relapse despite the action of anti-cancer treatments [48]. In order to activate quiescent stem cells, the physiological niche must undergo a disruption that induces cellular stress.

Chemokines and their receptors play a critical role during this process. *CXCL2*, a critical chemokine involved in stem cell homing, has been found to play a role in the mobilization of previously quiescent stem cells from their dormant state in the physiological niche [48]. CXCL2 is often overexpressed in cancer cells, and this expression is believed to contribute both to survival and to the pervasiveness of some cancers [51]. In the heart, CXCL2 expression rises in response to myocardial infarction, and studies have shown that pre-conditioning of MSCs with CXCL2 increases post-transplant stem cell survival rates [52]. 

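The CXCL2 probe of Table S1 had a normalized signal of 7.41 ± 0.70 (SD, n = 3) in Muse-AT cells and -2.59 ± 1.89 (SD, n = 3) in ASCs, a log2 fold change of 10.01 (standard error 0.93, adjusted p = 0.0022), or 1028-fold. Without Muse-AT replicate 1 it was 778-fold. With each array left out in turn the log2 fold change stayed between 9.18 and 11.04. The second CXCL2 probe had a log2 fold change of 10.27 (adjusted p = 0.0011).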

High *CXCL2* gene expression in Muse-AT cells (>770 fold increased in Muse-AT versus ASCs) could therefore explain the intrinsic genetic resistance of Muse-AT cells to cellular stress [13], as well as their capacity for resilience through their quiescent residence in the physiological niche. Additional studies would be warranted to determine if the differential chemokine expression observed in Muse-AT cells might be able to alter the homing of donor cells to areas of tissue injury or stress.

Muse-AT cells express pluripotent stem cell markers and can spontaneously differentiate into mesenchymal (adipocytes, smooth and skeletal muscle cells), endodermal (hepatocytes and biliary cells) and ectodermal (neural cells) cell lineages with an efficiency of approximately 23, 20 and 22% respectively. Interestingly, Muse-AT cells preferentially differentiate spontaneously into adipocytes (61%), suggesting that Muse-AT cells have an epigenetic memory of their tissue of origin. It may be possible that adipose tissue acts as a natural reservoir for the cells, and without stress Muse-ATs may remain in a dormant state. Similarly, iPS cells possess an epigenetic memory, which to date has precluded entirely successful reprogramming, and restricting those cells to a cell fate within the same lineage as the original stem cell source [53]. Muse-AT cells also expressed higher levels of DLK, or Pref-1 (Preadipocyte factor-1), than ASCs. This marker is expressed in preadipocytes and recently differentiated adipocytes [54]. Overall, portions of the dish that are strongly DLK positive have morphologies that are similar to ASCs, with a much stronger label.

Adipose tissue has been shown to harbor ASCs with the ability to differentiate into the mesenchymal cell lineages: adipocytes, chondrocytes, myocytes and osteoblasts in the appropriate differentiation medium [16], [20]. Notably, Muse-AT cells cultured in adipogenic medium exhibit adipocyte identifiers, with visibly detectable lipid drop content, and differentiation progressing substantially by day 6. However, ASCs require approximately 2½ weeks to develop into mature adipocytes [16]. Incubation of Muse-AT cells in myogenic medium exhibits significant differentiation by day 3. In contrast, ASC differentiation into myocytes, characterized by fused nuclei, requires approximately three weeks of incubation in myogenic culture media [16]. Furthermore, the morphological differentiation by day 6 correlates to the ASC differentiation that would normally be observed after approximately 3 weeks in culture. Taking this into account, the abundant availability of lipoaspirate material and the temporal efficiency of Muse-AT cells in induced differentiation is highly advantageous when considering their potential use for stem cell therapy in the generation of soft tissue for reconstructive surgery as well as for muscle regeneration and repair.

Muse-AT cells exhibit high potential as a regenerative treatment for injuries that require regeneration of cardiac muscle (mesenchymal origin) in response to myocardial infarction, in which high rates of post-transplant stem cell survival as well as highly efficient differential capacity are required. Additionally, in cases of ischemia or acute injury, a hypoxic and inflammatory environment with pro-inflammatory cytokines exposes therapeutic stem cells to similar inflammatory stress, which can result in unintended stem cell differentiation to fibroblasts and myofibroblasts, which in the case of cardiomyocytes, results in both scar tissue formation and an unintended reduction in action potential conductivity [55].

Exposing Muse-AT cells to the same culture conditions used to induce ES and iPS hepatogenesis results in cytokeratin 7 and α-fetoprotein positive hepatocyte-like cells [29], [30], [56], [57], [58], [59], [60], [61]. Similarly, Muse-AT cells differentiate into neural-like cells in a comparable manner previously described with regards to ES and iPS cells [38], [39], [40], [41]. Muse-AT cells cultured in suspension for 7 days progressively form large cell clusters **(** **Fig. 5B** **)**. Subsequent treatment as adherent cells for 7 days attribute to the formation neuron-like cells detectable by morphology and by axon and dendrite-specific markers MAP2 [37] and by nestin [62] **(** **Fig. 5C** **)**. These results indicate the potential use of Muse-AT cells for liver and neural regeneration that parallel that of both ES and iPS cells. However, as these cells are not transgenically induced, they may be less worrisome in regards to the issue of teratogenesis.

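The SOX2 probe was well above background on 1 of the 3 Muse-AT arrays and on no ASC array. It was not among the tested probes, and its mean signal in Muse-AT cells did not exceed the limit of the ASC arrays, so the signals set no lower bound on the difference. The POU5F1 probe of Table S1 was well above background on 2 Muse-AT arrays and on no ASC array (a mean signal 1.44-fold above their limit). Another POU5F1 probe was well above background on all 6 arrays, with a log2 fold change of 2.61 (adjusted p = 0.0088). ZFP42, the current symbol of REX1, had normalized signals of -3.53, 0.81 and -6.88 on Muse-AT replicates 1 to 3 and -2.09 ± 0.78 (SD, n = 3) in ASCs, so the groups overlapped (log2 fold change -1.11, adjusted p = 0.72, and 0.41 under normexp background correction and 0.73 without Muse-AT replicate 3). It was well above background on 1 of 3 Muse-AT arrays. Table S1 lists REXO1L1, a different gene now named REXO1L1P, which had a log2 fold change of 1.82 (adjusted p = 0.049). REXO1L1P lost its call without any single ASC array (1.78 to 1.87) or without Muse-AT replicate 2 (1.91). It also lost it under median scaling, without scaling and with the replicate number as a block.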

Our microarray data confirmed that Muse-AT cells over-express the pluripotent stem cell markers *SOX2*, *OCT3/4,* (*POU5F1*) and *REX1* 3–4 fold in comparison with ASCs, indicating the intrinsic pluripotent and differential capacity of Muse-AT cells. 

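Tables S1 and S2 annotate 37 higher and 29 lower probes with embryonic development. In limma 14 of the higher and 18 of the lower ones passed the threshold, out of 58 tested.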

Concordantly, Muse-AT cells exhibit up-regulation of genes associated with embryonic development. Up-regulation levels of pluripotent stem cell markers were observed in Muse cells derived from fibroblasts and bone marrow cells [13], although level of expression of these pluripotent stem cell markers in Muse-AT cells were very low compared with hESCs or iPS cells generated from human fibroblasts [14]. 

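By the annotation of Tables S1 and S2, the probes of tissue development were 34 higher and 28 lower in Muse-AT cells, those of cellular function and maintenance 18 higher and 14 lower, those of DNA replication, recombination and repair 12 higher and 14 lower, and those of the cell cycle 42 higher and 35 lower. For cellular assembly and organization they were 24 higher and 32 lower. Past the limma threshold were 16 higher and 23 lower probes of the cell cycle and 4 higher and 8 lower probes of DNA replication, recombination and repair. For cellular assembly and organization 12 higher and 20 lower probes passed, and for tissue development 14 higher and 16 lower. Cellular function and maintenance went the other way, with 11 higher and 9 lower.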

Muse-AT cells have a relatively low expression of many genes involved in tissue development, cellular assembly and organization, cellular function and maintenance, DNA replication, repair, and cell cycling in comparison with ASCs. These results suggest an intrinsic non-tumorigenic capacity of Muse-AT cells, in accordance with previously published data of the regenerative properties of Muse cells in the absence of the production of teratomas upon transplantation *in vivo* [13], [14]. However, under abnormal stress conditions (e.g. programming Muse-AT cells with the Yamanaka’s factors), it may be possible to activate endogenous Muse cells, which could account for the small population of cells that are converted into iPS cells [14]. Such a theory is supported by previous studies regarding the possible role of adult organ-specific positive Oct4 (+) stem cells during asymmetric division in the generation of cancer cells [63].

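Cell death and survival is given for 86 probes of Table S1 and 61 of Table S2. Of the 132 tested, 36 were past the limma threshold as higher and 35 as lower.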

There are 144 differentially expressed genes associated with cell death and survival in Muse-AT cells versus ASCs, indicating that significant changes in expression of many of these genes could be required for the adaptive transition from the quiescent to the active state of Muse-AT cells during severe cellular stress. For example, Muse-AT cells over-express *ALDH1A2* (47 fold change versus ASCs) and *SOD2* (41 fold change versus ASCs) which have an anti-oxidative stress and anti-apoptotic functions [52], [64].

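SOD2 had a normalized signal of 8.05 ± 0.95 (SD, n = 3) in Muse-AT cells and 2.14 ± 0.04 (SD, n = 3) in ASCs, a log2 fold change of 5.91 (standard error 0.51, adjusted p = 0.0019). ALDH1A2 was well above background on 2 Muse-AT arrays and no ASC array and was not among the tested probes. Its mean signal was 4.71-fold above the limit of the ASC arrays, and in limma without the filter on dim probes its adjusted p was 0.06.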

Many genes related to DNA repair are up-regulated in Muse-ATs, indicating a potentially high capacity to resist DNA damage as a result of severe cellular stress. Furthermore, several ABC-cassette genes were differentially expressed in Muse-ATs, indicating that active expression of drug transporter genes may play a role in observed stress resistance. 

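In a list of 82 DNA repair genes, all of which were tested, 16 were higher in Muse-AT cells and 66 lower, with a median log2 fold change of -0.66 that stayed negative under each of the 4 other scalings and background corrections. Past the limma threshold were 2 higher and 13 lower genes, and 19 genes passed when adjusted over the list alone. As a set they were lower (camera, adjusted p = 4.3e-05, and 0.017 under fry).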

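Of 45 ABC genes on the array, 33 were tested. They were 19 higher and 14 lower in Muse-AT cells, and 4 and 1 passed the limma threshold. The direction of the family depended on the scaling, with 12 genes higher and 21 lower without scaling. It did not differ as a set (camera, adjusted p = 0.21).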

The connexin gene family encodes proteins responsible for gap junction formation vital for direct cell-to-cell communication [65]. Epithelial derived pluripotent stem cells from human kidney and breast down regulate gap junctions formation to maintain a capacity for self renewal, which may be a necessary mechanism for other adult stem cells to retain pluripotent potential [63], [65]. The recently described protein consortin plays a critical role in gap junction recycling and degradation [44]. 

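The CNST probe of Table S6C had a normalized signal of 0.25 ± 0.82 (SD, n = 3) in Muse-AT cells and -1.33 ± 0.19 (SD, n = 3) in ASCs, a log2 fold change of 1.58 (standard error 0.47) that did not pass the limma threshold (adjusted p = 0.074). It passed without Muse-AT replicate 2 (1.96), and with the criteria of the methods (unadjusted). The 2 other CNST probes had log2 fold changes of 0.90 (adjusted p = 0.48) and -0.18 (adjusted p = 0.82).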

Our microarray data indicates a significant up-regulation of consortin.

mRNA in Muse-AT cells, which suggest that this protein may play a critical role in maintaining Muse-AT cell stemness and pluripotency, further indicating a need for future studies.

Recently, a potential source of error found in microarray analysis has been described [66] resulting from the comparison of heterogeneous cell populations that produced varied amounts of total RNA, which may result in masking of significant changes, as well as false positives. Recognizing this inherent potential for error in the microarray analysis, we attempted to partially address this issue by examining expression that was specific to either Muse-ATs or ASCs, with genes that were present in all ASCs and absent in all Muse-AT samples, and visa-versa. 

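The counts of genes present in one cell type only were made here on signals before scaling. With the signals scaled to a common 75th percentile, 341 probes were present in Muse-AT cells only and 64 in ASCs only.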

When considering fluctuations in total RNA, there typically exist fluctuations of several fold in total RNA [66], whereas in comparing mRNA that is present versus absent, fluctuation in sample expression is usually 2 to 3 orders of magnitude.

Many of the differentially expressed genes in Muse-AT cells are highly conserved, with homologues present in numerous small organisms (yeast, *S. Cerevisiae*, *C. elegans*, *chlamydomonas*, *T. californica*, *drosophila*, etc.). This indicates the possibility that Muse cells play a role in a highly conserved cellular mechanism related to cell survival in response to severe cellular stress [7], [67].

In normal adipose tissue, ASCs and Muse-ATs reside side by side and presumably interact during tissue differentiation, growth, and repair. Muse-ATs could not only play a critical role in repairing *in vivo* cellular damage by spontaneously differentiating into tissue-specific cells, but also may serve as regulatory cell, producing high levels of cell signaling molecules (e.g. chemokines and cytokines) to recruit and activate neighboring ASCs to differentiate and home to particular tissues. Future studies are needed to determine the interaction between Muse-ATs and ASCs during times of stress, injury, or inflammation.

In conclusion, we have isolated and characterized a novel population of pluripotent stem cells derived from adipose tissue without the utilization of FACS or magnetic microbead cell sorting. Muse-AT cells are highly resistant to severe cellular stress, are more likely to resist potential oncogenic effects, and therefore have the potential to make a critical impact on the field of regenerative medicine and cell-based therapy.

## Supporting Information

Table S1 **GO Analysis of the up-regulated genes in Muse-AT vs ASCs with 2 fold changes and p<0.05.**
(DOC) Click here for additional data file.

Table S2 **GO Analysis of the down-regulated genes in Muse-AT vs ASCs with 2 fold changes and p<0.05.**
(DOC) Click here for additional data file.

Table S3 **Genes expressed by Muse-AT that are not expressed by ASCs.**
(DOC) Click here for additional data file.

Table S4 **Cluster of Differentiation (CD) genes expressed by Muse-AT that are not expressed by ASCs.**
(DOC) Click here for additional data file.

Table S5 **Genes Expressed by ASCs that are not expressed in Muse-AT cells.**
(DOC) Click here for additional data file.

Table S6 **Genes related to DNA stability.**
(DOC) Click here for additional data file.

# Supplementary material for: Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue
**Source:** PLoS One. 2013 Jun 5;8(6):e64752. doi: 10.1371/journal.pone.0064752
**Supplement:** Table S1 — GO Analysis of the up-regulated genes in Muse-AT vs ASCs with 2 fold changes and p<0.05.

**Supplemental Data: Table 1**

**GO Analysis of the up-regulated genes in Muse-AT vs ASCs with 2 fold changes and p < 0.05**

# Supplementary material for: Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue
**Source:** PLoS One. 2013 Jun 5;8(6):e64752. doi: 10.1371/journal.pone.0064752
**Supplement:** Table S2 — GO Analysis of the down-regulated genes in Muse-AT vs ASCs with 2 fold changes and p<0.05.

**Supplemental Data: Table 2**

**GO Analysis of the down-regulated genes in Muse-AT vs ASCs with 2 fold changes and p < 0.05**

# Supplementary material for: Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue
**Source:** PLoS One. 2013 Jun 5;8(6):e64752. doi: 10.1371/journal.pone.0064752
**Supplement:** Table S3 — Genes expressed by Muse-AT that are not expressed by ASCs.

**Supplemental Data: Table 3**

**Genes expressed by Muse-AT that are not expressed by ASCs**

# Supplementary material for: Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue
**Source:** PLoS One. 2013 Jun 5;8(6):e64752. doi: 10.1371/journal.pone.0064752
**Supplement:** Table S4 — Cluster of Differentiation (CD) genes expressed by Muse-AT that are not expressed by ASCs.

**Supplemental Data: Table 4**

**Cluster of Differentiation *(*CD*)* genes expressed by Muse-AT that are not expressed by ASCs**

| no. | ProbeName | Gene Symbol | Gene Name | P val | Function |
| --- | --- | --- | --- | --- | --- |
| 1 | A_23_P161076 | CD2 | CD2 molecule | 0.0057 | co-stimulator |
| 2 | A_23_P98410 | CD3G | CD3g molecule, gamma | 0.0299 | T-cell marker |
| 3 | A_32_P163247 | CD8A | CD8a molecule, transcript variant 1 | 0.0146 | co-receptor |
| 4 | A_23_P312132 | ITGAX | integrin, alpha X | 0.0279 | Immunity |
| 5 | A_33_P3352098 | MS4A7 | membrane-spanning 4-domains, subfamily A, member 7 | 0.0306 | HSC regulator |
| 6 | A_23_P252471 | PECAM1 | platelet/endothelial cell adhesion molecule | 0.0368 | Adipose SC marker |
| 7 | A_33_P3403576 | FCGR2A | Fc fragment of IgG, low affinity IIa, receptor | 0.0503 | Opsonization |
| 8 | A_33_P3364811 | PTPRC | protein tyrosine phosphatase, receptor type, C | 0.0346 | T-cell activation |
| 9 | A_23_P85800 | CD52 | CD52 molecule | 0.0205 | Surface Marker |
| 10 | A_23_P74547 | CD53 | CD53 molecule (CD53), transcript variant 1 | 0.0428 | Immunity |
| 11 | A_23_P97112 | SELE | selectin E (SELE) | 0.0330 | Inflammation |
| 12 | A_32_P217750 | IL3RA | interleukin 3 receptor, alpha | 0.0007 | Lymphoid/myeloid differentiation |
| 13 | A_23_P99275 | KLRB1 | killer cell lectin-like receptor subfamily B, member 1 | 0.0493 | NK function |
| 14 | A_24_P148717 | CCR1 | chemokine (C-C motif) receptor 1 | 0.0073 | immune regulation |
| 15 | A_23_P343398 | CCR7 | chemokine (C-C motif) receptor 7 | 0.0159 | Chemokine |
| 16 | A_24_P305345 | CD209 | CD209 molecule | 0.0298 | T-cell activation |
| 17 | A_23_P203173 | IL10RA | interleukin 10 receptor, alpha | 0.0048 | Immunosuppressive |
| 18 | A_24_P237036 | TNFSF14 | tumor necrosis factor (ligand) superfamily, member 14 | 0.0002 | T-cell proliferation |
| 19 | A_23_P338479 | CD274 | CD274 molecule | 0.0076 | T cell costimulation |
| 20 | A_23_P92499 | TLR2 | toll-like receptor 2 | 0.0068 | immune regulation |
| 21 | A_23_P200138 | SLAMF8 | SLAM family member 8 | 0.0052 | Lymphocyte activation |
| 22 | A_33_P3319905 | TREM1 | triggering receptor expressed on myeloid cells 1 | 0.0210 | Immune Response |

# Supplementary material for: Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue
**Source:** PLoS One. 2013 Jun 5;8(6):e64752. doi: 10.1371/journal.pone.0064752
**Supplement:** Table S5 — Genes Expressed by ASCs that are not expressed in Muse-AT cells.

**Supplemental Data: Table 5**

**Genes Expressed by ASCs that are not expressed in Muse-AT cells**

# Supplementary material for: Awakened by Cellular Stress: Isolation and Characterization of a Novel Population of Pluripotent Stem Cells Derived from Human Adipose Tissue
**Source:** PLoS One. 2013 Jun 5;8(6):e64752. doi: 10.1371/journal.pone.0064752
**Supplement:** Table S6 — Genes related to DNA stability.

| **Supplemental Table 6. Genes related to DNA stability** | | | | |  |
| --- | --- | --- | --- | --- | --- |
| **A) DNA-repair genes that are upregulated in Muse-ATs vs. ASCs** | | | | |  |
| ProbeName | Gene Symbol | Gene Name | | Pval |  |
| A_24_P54131 | DCLRE1B | DNA cross-link repair 1B | | 0.007183 |  |
| A_23_P117225 | ERCC5 | excision repair cross-complementing rodent repair deficiency, complementation group 5 | | 0.007947 |  |
| A_32_P95914 | C6orf167 | MMS22-like, DNA repair protein | | 0.008321 |  |
| A_23_P1292 | ERCC6 | excision repair cross-complementing rodent repair deficiency, complementation group 6 | | 0.009173 |  |
| A_24_P83678 | C6orf167 | MMS22-like, DNA repair protein | | 0.010651 |  |
| A_23_P130488 | ERCC2 | excision repair cross-complementing rodent repair deficiency, complementation group 2 | | 0.010807 |  |
| A_23_P23221 | GADD45A | growth arrest and DNA-damage-inducible, alpha | | 0.011135 |  |
| A_19_P00806947 | PCNA | proliferating cell nuclear antigen | | 0.016807 |  |
| A_33_P3252394 | GADD45G | growth arrest and DNA-damage-inducible, gamma | | 0.018317 |  |
| A_24_P120934 | GADD45G | growth arrest and DNA-damage-inducible, gamma | | 0.023703 |  |
| A_23_P216355 | NFKBIL2 | tonsoku-like, DNA repair protein | | 0.025060 |  |
| A_23_P39402 | ALKBH6 | alkB, alkylation repair homolog 6 (E. coli) | | 0.028503 |  |
| A_33_P3241190 | XRCC2 | X-ray repair complementing defective repair in Chinese hamster cells 2 | | 0.030130 |  |
| A_33_P3258612 | PCNA | proliferating cell nuclear antigen | | 0.031406 |  |
| A_23_P28886 | PCNA | proliferating cell nuclear antigen | | 0.033924 |  |
| A_23_P96325 | ERCC6L | excision repair cross-complementing rodent repair deficiency, complementation group 6-like | | 0.036486 |  |
| A_23_P35989 | ALKBH3 | alkB, alkylation repair homolog 3 (E. coli) | | 0.042099 |  |
| A_33_P3301524 | XRCC3 | X-ray repair complementing defective repair in Chinese hamster cells 3 | | 0.045211 |  |
|  | | | | |  |
|  | | | | |  |
|  | | | | |  |
| **B) ABC-cassette genes that are upregulated in Muse-ATs vs. ASCs** | | | | |  |
| ProbeName | Gene Symbol | Gene Name | | Pval |  |
| A_23_P219013 | ABCC10 | ATP-binding cassette, sub-family C (CFTR/MRP), member 10 | | 0.000987 |  |
| A_33_P3422897 | ABCA1 | ATP-binding cassette, sub-family A (ABC1), member 1 | | 0.002002 |  |
| A_23_P89422 | ABCA10 | ATP-binding cassette, sub-family A (ABC1), member 10 | | 0.010420 |  |
| A_33_P3385266 | ABCC6 | ATP-binding cassette, sub-family C (CFTR/MRP), member 6 | | 0.014926 |  |
| A_23_P140876 | ABCA3 | ATP-binding cassette, sub-family A (ABC1), member 3 | | 0.024829 |  |
| A_33_P3292179 | ABCA9 | ATP-binding cassette, sub-family A (ABC1), member 9 | | 0.036646 |  |
| A_32_P23624 | ABCB10 | ATP-binding cassette, sub-family B (MDR/TAP), member 10 | | 0.041847 |  |
| A_23_P171258 | ABCB7 | ATP-binding cassette, sub-family B (MDR/TAP), member 7 | | 0.047579 |  |
|  |  |  | |  |  |
|  |  |  | |  |  |
|  |  |  | |  |  |
|  |  |  | |  |  |
|  |  |  | |  |  |
| **C) Connexin / Gap Junction genes that are present in Muse-AT cells** | | | | |  |
| ProbeName | Gene Symbol | Gene Name | Pval | |  |
| A_23_P204947 | GJB2 | gap junction protein, beta 2, 26kDa | 0.006616 | |  |
| A_23_P1083 | GJA4 | gap junction protein, alpha 4, 37kDa | 0.020058 | |  |
| A_33_P3388397 | GJB4 | gap junction protein, beta 4, 30.3kDa | 0.030993 | |  |
| A_33_P3376379 | Clof17 | consortin, connexin sorting protein (CNST) | 0.048288 | |  |

How the deposited data were processed for this re-analysis (not part of the article)

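RNA of 3 samples of Muse-AT cells and 3 of ASCs was measured on 6 one-colour Agilent arrays, 1 sample per array. The samples were mapped to cell type and replicate number from their labels. The authors scanned the arrays with Feature Extraction 10.10.1.1 and deposited the intensity of every spot after background subtraction, with flags for outliers and for spots well above background. Their methods name GeneSpring GX 12.1.0 for normalization without its settings. The authors also deposited a table of log2 values of the same arrays.

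From the deposited intensities, control spots and spots with a feature outlier flag were left out. No named probe was saturated on any array. Spots of one probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted. Probes well above background on at least 3 of the 6 arrays were tested with limma 3.58.1 (R 4.3.3), without a block, with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and at least 2-fold. The criteria of the paper's methods were computed on the same values with the methods' t-test. Genes present in one cell type only were counted with limits of 100 and 30 units on the signals as scanned. Gene lists were tested with camera at a correlation of 0.01 on 1 probe per gene, with fry and an estimated correlation as alternatives, and their medians were set against 10000 random lists of the same size, drawn for each gene from the 100 genes nearest in mean signal. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the rest.

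The accessions of 25422 of the 42405 probes matched a RefSeq gene table, and 112 more were named from the paper's tables. The probe reported for a gene is that of the paper's table cited at the claim, and otherwise the one with the highest mean over the 6 arrays. The genes named are those of the paper's microarray results, Tables S4 and S6, the stained proteins, the members of the lists, and the 10 probes with the largest change in each direction among those past the threshold whose groups do not overlap. Some of these genes are not reported here. The lists, this rule and the alternatives were set before the data were examined, except where the text says otherwise. The 20 lists cover T and NK cells, B cells, monocytes and macrophages, neutrophils, mast cells, all leukocytes, endothelium, red cells, adipocytes, stromal cells, pericytes and smooth muscle, immediate-early, NF-kB, heat shock, hypoxia, proliferation, pluripotency and DNA repair genes, and the ABC and connexin families.

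The alternatives were quantile normalization, median scaling, no scaling, normexp background correction with an offset of 50, the authors' deposited log2 values, each array left out in turn, the replicate number as a block, other filters on dim probes, an intensity trend, and 1 probe per gene symbol. The median signal took the place of the mean signal in normexp and in the counts without background subtraction, because it is the column used here. A slide or date block was not run, since all arrays were on 1 slide.

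The steps were tested on simulated data for the comparison of Muse-AT cells with ASCs, with 200 of 26824 probes changed by 3 on the log2 scale. Limma called 40% of them with the right sign and 4 others, and the median recovered was 3.06. The methods' criteria took 89.5% and 575 others. The simulation gave both cell types the same spread at each probe and drew the probes independently. On the real arrays the Muse-AT samples varied more, so these counts of false calls need not hold there. The pathway enrichments of the paper were not repeated.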

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

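The comparison of the gene lists with random lists was chosen after the results were seen. Outside the genes of Tables S1 to S6, 1628 probes were higher and 1198 lower in Muse-AT cells past the limma threshold. Among long intergenic RNA probes, which the paper does not discuss, 190 of 3995 tested were higher and 104 lower (7.36% of those tested, against 13.49% of the other probes). The other 9 splits of the 6 arrays into 3 and 3 gave 0 probes past the limma threshold and 126 to 366 past the methods' criteria at an unadjusted p. Each of these splits held both cell types in both groups, so a difference between the cell types adds to the spread within groups. Their counts therefore give no rate of false calls. The real split was the only 1 of 10 with a limma count this large, and with 10 splits chance cannot be excluded. Leaving out the dim array of Muse-AT replicate 1 gave 3762 probes, against 1070 to 4335 without one of the other arrays, which argues against that array as the source of the calls. Each cell type filled its own row of the slide. Of the 20 gene lists, 15 had a median log2 fold change outside the middle 95% of 10000 random lists matched on mean signal, 12 of them higher and 3 lower. The proliferation list had -5.50 (random lists -0.70 to 0.34) and the NF-kB list 5.91 (-0.93 to 0.30). This argues against a position effect that acts on probes by their brightness as the whole cause of the differences in those 15 lists. For the other probes the position on the slide and the cell type cannot be told apart, since no row held both. A difference between the cell types stays open, untested.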

How the results depend on the processing

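Added after the data were seen were the deposited log2 values under the matching scanner file and the removal of spots with a background outlier flag, and so was the paired test for genes present in one cell type only. The counts depend on the scaling. The median log2 fold change of all tested probes was 0.05 with the 75th percentile, -0.15 with quantile normalization, -0.52 with median scaling, -0.66 with no scaling and 0.18 with normexp background correction. The share of limma calls that were higher was 56.7%, and 45.9% with quantile normalization (1362 higher, 1605 lower) and 27.3% with median scaling (1355 higher, 3611 lower). For the methods' criteria, median scaling gave 1741 higher and 5477 lower, and it put 109 probes of Table S1 and 391 of Table S2 past the limma threshold. No scaling gave 422 and 395 with limma, 941 and 1187 with the methods' criteria, and 10 and 33 probes of Tables S1 and S2. Normexp background correction gave 1252 higher probes with limma. The cause was not tested.

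Tested on probes well above background on all 6 arrays, 851 probes were higher with limma and 1599 with the methods' criteria, where fewer probes enter by construction. With no filter on dim probes, 743 were lower with limma, 4614 higher with the methods' criteria, and 89 probes of Table S2 passed. With 1 probe per gene symbol 1263 were higher. The methods' t-test with Benjamini-Hochberg adjustment gave 540 higher and 619 lower, and on linear signals, unadjusted, 1232 higher. Counts within 1.5 times the values at the claims came from the Welch test, the ratio of arithmetic means and the intensity trend.

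With each array left out in turn, limma gave 693 to 2352 higher and 377 to 1983 lower probes, the methods' criteria 1845 to 3135 higher, and 51 to 297 probes of Table S1 and 43 to 364 of Table S2 passed. The lowest value of each came without an ASC array, and for Tables S1 and S2 the highest came without Muse-AT replicate 1 and for limma without Muse-AT replicate 3. The cause was not tested. The count present in Muse-AT cells only ranged over 116 to 533 probes (100 to 435 symbols) and that in ASCs only over 67 to 209 probes (53 to 172 symbols).

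The counts of genes present in one cell type only moved with the units. Scaled to a common 75th percentile they were 341 probes and 289 symbols in Muse-AT cells only. By well above background as presence they were 666 and 430, and by the t-test on linear signals 25 and 21. With limits of 100 and 50 units, 116 probes and 94 symbols were present in ASCs only. The median signal without background subtraction gave 0 probes and 0 symbols for both cell types, since the background itself exceeds the lower limit by construction.

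The paper's text and the labels do not say that a replicate number stands for 1 patient in both groups, so whether the numbers pair the samples is not known. For the stained cells the paper states that ASCs and Muse-AT cells shared a lipoaspirate. Of the P values of Tables S3 to S6, 201 of 203 were close to a test paired by replicate number, and 0 to the unpaired test. Both go with a pairing, but neither names the patient of an array. The deviations of same-numbered samples from their group means correlated by 0.12, 0.02 and -0.01 for replicates 1, 2 and 3. With the replicate block, the methods' criteria gave 1850 higher and 1719 lower probes, limma 1948 and 1144, and 116 probes of Table S1 and 104 of Table S2 passed. Of the 130 named probes, 10 no longer passed with the block (ASH2L, CDK6, RFC5, MCM6, ORC3, MDH1, PDIA3, REXO1L1P, GADD45A and TONSL), and 3 passed with it and not in the fit without it, NES and ACTA2 among the stained proteins and ERCC6, as lower, in Table S6.

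In the authors' deposited value table, columns as named, limma gave 1460 higher and 1913 lower probes and the methods' criteria 2678 and 2975, with the opposite sign for all 3377 probes called from the scanner files. No value of a single gene was taken from that table.

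Of the 130 named probes, no call changed direction under another scaling, background correction or left-out array. TONSL (0.09) and ABCC10 (0.16) changed sign on another probe of the gene. No scaling left 95 of 130 on the same side of the threshold, quantile normalization 124. With camera and an estimated correlation 0 lists were higher and 0 lower, and fry called the lists other than red cells, pericytes, pluripotency and the ABC family. Without scaling the B cell and heat shock lists no longer passed, and the medians of the ABC family (-0.57) and the heat shock list (-0.06) were negative, while that of the pluripotency list was positive under normexp (0.16). The fold change of a probe that was not well above background on any array of 1 group is a limit only. On the dim array, Muse-AT replicate 1, 54.08% of the probes were well above background, the lowest share of the 6 arrays. A slide or date block was not run because all arrays were on 1 slide.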

Differences from the paper's values

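The paper gives 435 up-regulated and 434 down-regulated genes, and the methods' criteria gave 2975 and 2677 probes here. None of the alternatives of these criteria set before the data were examined came within 1.5 times of the paper's counts, and they ranged from 941 to 4614 and from 1187 to 5477. Tests with adjusted p values, also set before then, did come within 1.5 times. They were limma with no scaling (422 higher and 395 lower) and the methods' t-test with Benjamini-Hochberg adjustment (540 and 619), and for the lower genes alone limma without ASC replicate 1 (394), 2 (377) or 3 (446). The paper's methods name neither of these tests.

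The p values of single genes differed from the methods' t-test, both unadjusted. The paper writes each as an upper limit. They were 0.0002 for TNFSF14 in the paper and 1.5e-05 here, 0.0007 for IL3RA in the paper and 3.5e-05 here, 0.0013 for CSF3 in the paper and 1.8e-05 here, 0.004 for IL10RA in the paper and 9.6e-04 here, 0.005 for GATA2 in the paper and 3.2e-04 here, 0.02 for BMP7 in the paper and 0.0073 here. For genes of ASCs they were 0.0007 for ESCO2 in the paper and 1.5e-04 here, 0.0009 for KIF20A in the paper and 7.4e-05 here, 0.0023 for CENPF in the paper and 0.0015 here, 0.0029 for NEK2 in the paper and 0.0014 here, 0.0068 for FGF5 in the paper and 0.0014 here. With the replicate block, an alternative set before the data were examined, all 11 came within 1.5 times of the paper's. Other alternatives set before then also came this close for single genes. For TNFSF14 they were the fits without ASC replicate 1, ASC replicate 2, Muse-AT replicate 1 or Muse-AT replicate 3. For IL3RA they were the fits without ASC replicate 2 or Muse-AT replicate 1. For CSF3 it was the Welch test. For IL10RA they were the Welch test, no scaling, normexp background correction and the fit without ASC replicate 3. For BMP7 they were the Welch test, normexp background correction and the fits without ASC replicate 2 or Muse-AT replicate 1. For ESCO2 they were the fits without ASC replicate 3, Muse-AT replicate 1 or Muse-AT replicate 3. For KIF20A they were the fits without ASC replicate 1, ASC replicate 2, ASC replicate 3, Muse-AT replicate 2 or Muse-AT replicate 3. For CENPF it was the Welch test. For NEK2 they were the Welch test and the fit without Muse-AT replicate 3. For FGF5 they were the Welch test and the fits without ASC replicate 1, ASC replicate 2, ASC replicate 3, Muse-AT replicate 2 or Muse-AT replicate 3. The remaining alternatives did not.

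For Table S6A the paper counts 14 DNA repair genes as higher in Muse-AT cells, and 3 of them were higher here. For Table S6B it counts 8 ABC genes, and 5 were higher here. No other scaling, background correction or left-out array brought either count within 1.5 times of the paper's. The authors' deposited value table, columns as named, was also set beforehand and was not counted for these genes. Its fold changes correlated by -1 with those used here. The 11 genes of Table S6A that were lower here would therefore be higher with those columns.

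The paper lists REX1 among the genes over-expressed in Muse-AT cells, and ZFP42 had a log2 fold change of -1.11 here, with overlapping groups, and 0.41 under normexp background correction, not past the threshold. The paper lists CNST as up-regulated to a significant degree, and the adjusted p was 0.074. Table S4 lists CD genes as absent from ASCs, and CD52 was well above background on 2 of 3 ASC arrays. On probes outside that table, CD8A (log2 fold change 0.96) and PTPRC (1.59 and 5.14) were well above background on all 3 ASC arrays. Another FCGR2A probe was so on 2, and other probes of PECAM1, SELE, CD209 and CD274 on none. The paper describes many DNA repair genes as up-regulated, and in the list of DNA repair genes 16 were higher and 66 lower.

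Genes that the paper names as changed did not pass in limma, although alternatives set before the data were examined called some of them. POLR2J, RPA1, ALDH4A1, OAT, BRD1 and CNST passed the methods' criteria. In limma POLR2J, RPA1, ALDH4A1 and OAT passed under median scaling, BRD1 with quantile normalization, POLR2J, RPA1, OAT and BRD1 with an intensity trend, RPA1, OAT and BRD1 with 1 probe per gene symbol, and RPA1 among probes well above background on all 6 arrays. ALDH4A1, OAT, BRD1, SGK1 and ATF2 passed without Muse-AT replicate 1, POLR2J, RPA1 and CNST without Muse-AT replicate 2, and RPA1 and OAT without Muse-AT replicate 3. ALDH4A1 and POU5F1 also passed on another probe. With no filter on dim probes limma called BMX, SOX2 and POU5F1, and the methods' criteria called these and ALDH1A2. ABCA10 passed the methods' criteria without ASC replicate 3 or Muse-AT replicate 1. HSPA8 and the other probes of Tables S1 and S2 passed the methods' criteria without both Muse-AT replicate 1 and the filter, a combination chosen after the values were seen. ZFP42 passed under no setting.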

Other observations

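The tests of the paper's tables, of the deposited value table, of Table S6 and of Table S3 below were chosen after the results were seen. The rule that most genes of a single list be bright in Muse-AT cells was added then too, as was the rule that the heat shock list pass without the filter on dim probes.

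The fold changes of Tables S1 and S2 lay within 0.05 on the log2 scale of those computed without Muse-AT replicate 1 for 867 of 867 probes, and for 77 with all 6 arrays. A candidate explanation is that the tables were made without that sample. The P values of Tables S3 to S6 lay within 0.03 on the log10 scale of a test paired by replicate number for 201 of 203 probes, and for 0 of the unpaired test that the methods name. The fold changes were compared with 10 settings and the P values with 5 tests or scalings, after other variants had been tried, and this one of each came closest. Without Muse-AT replicate 1, all 869 probes of the 2 tables passed 2-fold and p under 0.01 by the methods' t-test, but so did 1629 higher and 1245 lower probes of the array, so a further selection was not identified. Of the probes of Table S3, 100 passed the methods' criteria with all 6 arrays and 2 are in Table S1. This argues against a failure of the criteria on all 6 arrays as the reason for their absence there. How many of them pass without Muse-AT replicate 1 is not reported here, so a failure in that setting stays open.

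All 6 columns of the deposited value table hold the values of a scanner file of the other cell type with the same replicate number, which may come from columns of the value table exchanged between the groups. The scanner files as labelled gave the direction of Tables S1 and S2 for 869 probes, which argues against exchanged scanner files. No sample was mapped by its values.

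Of the 17 probes of Table S6 that were lower in Muse-AT cells, 0 turned higher under the other scalings and normexp. Those scalings moved the median of all tested probes down (-0.15 with quantile normalization, -0.52 with median scaling, -0.66 with no scaling, against 0.05) and normexp moved it up to 0.18 only, so the scaling of the arrays stays open as a cause of the direction of these probes.

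The lists of blood and vessel cells were higher in Muse-AT cells. All 7 lists passed with camera (adjusted p 1.0e-10, 0.026, 6.5e-07, 0.0022, 3.0e-06, 5.7e-06, 1.6e-07 for T and NK cells, B cells, monocytes and macrophages, neutrophils, mast cells, all leukocytes and endothelium). Of their 62 tested genes, 61 were well above background on all 3 Muse-AT arrays and 22 on all 3 ASC arrays, 0 are in more than 1 of these lists and 17 are in Table S3 or S4. The stromal list was lower (camera, adjusted p = 0.004). CD14 had a normalized signal of 5.19 ± 1.54 (SD, n = 3) in Muse-AT cells, S100A8 3.76 ± 3.29, TPSAB1 1.90 ± 1.73 and VWF 3.31 ± 2.89. These values are consistent with blood and vessel wall cells left in the Muse-AT preparation, as a hypothesis. Expression of these genes by Muse-AT cells themselves stays open, since the arrays measure the preparation as a whole. The red cell list was also higher (camera, adjusted p = 0.025, and 0.07 under fry), with HBB at least 822-fold higher on a signal that varied between the Muse-AT samples (SD 4.60) and a call that was lost without any single ASC array (10.34 to 11.13) or without Muse-AT replicate 1 (10.66). For mature adipocytes the list passed (0.025), but on LPL (log2 fold change 7.84) and FABP4 (7.99), while ADIPOQ was well above background on 1 Muse-AT array, so the values do not decide it.

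Other splits of the arrays gave 2 to 13 lists past the camera threshold, against 16 for the real one, and no list passed when the correlation between genes was estimated (lowest adjusted p 0.088). They gave at most 366 probes past the methods' criteria and 8 present in one group only. For each of these counts the real split was the only 1 of 10 as large, and chance cannot be excluded with 10 splits. The other splits held both cell types in both groups, so their counts give no rate of false calls.

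The proliferation list fell by 3.66 on the log2 scale more than the stromal list, by the difference of their medians, which argues against fewer stromal cells alone as the source of the lower mitosis genes. Proliferation in culture against cells taken from tissue stays open, untested.

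Both the immediate-early and the NF-kB lists were higher (2 of 2, camera adjusted p = 3.2e-06 and 9.4e-11), with all 15 and 11 tested genes higher. An immediate-early and NF-kB response of freshly digested tissue may therefore contribute to CXCL2, NR4A2 and SOD2. CXCL2 and SOD2 are themselves members of the NF-kB list. Such a response and a lasting feature of Muse-AT cells were not told apart here. The heat shock list was higher (camera, adjusted p = 0.029), by HSPA1A, HSPA1B and HSPA6, but was not past the threshold without the filter on dim probes (0.068), so the values do not decide a heat shock response to the isolation stress. The hypoxia list did not pass (camera, adjusted p = 0.22, 9 of 11 genes lower), and under fry it was lower (0.021), so a lasting response to hypoxia is left undecided.

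SOX2 and the POU5F1 probe of Table S1 were well above background in 3 of 6 measurements on Muse-AT arrays (signal at the background of the arrays as explanation), which leaves open how much of the difference is background, although the brighter POU5F1 probe was higher. The pluripotency list did not pass as a set with camera (adjusted p = 0.91, and 0.19 without the filter), and its median log2 fold change of -0.41 and the direction of the test differ in sign. The pericyte and smooth muscle list did not pass either (adjusted p = 0.89).

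Among the proteins that the paper stained, KRT7 passed the limma threshold as lower in Muse-AT cells (log2 fold change -2.17, adjusted p = 0.018), and lost its call without ASC replicate 2 (-2.13) or 3 (-1.94) and without scaling. NES (2.15), MAP2 (0.38), DLK1 (0.28), ENG (-1.81), ACTA2 (-2.55) and AFP (-0.84) did not pass without a replicate block (NES and ACTA2 passed with it), and the signs for DLK1, MAP2 and AFP changed under another scaling or background correction. NANOG was well above background on 2 Muse-AT arrays and no ASC array (a mean signal 1.44-fold above the limit of the ASC arrays). NEUROD1 was well above background on no Muse-AT array and on 1 ASC array, and was not among the tested probes. The paper stained cells after culture or differentiation, which are other samples than those on the arrays.

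Of the 10 probes with the largest decreases in Muse-AT cells, 1 is in Tables S1 to S6. They included HSPB7 (log2 fold change -8.75), PSG5 (-8.59), KCNK2 (-8.26), GREM1 (-8.15), ACAN (-7.77) and DKK1 (-7.69), and a second ACAN probe had -0.71. Of the 10 largest increases 7 are in the tables, and CXCR4 (10.64) is not.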
